# Single-nucleus RNA-sequencing reveals the cellular programs driving nematode-induced giant cell formation in tomato

**DOI:** 10.1093/hr/uhaf223

**Published:** 2025-08-22

**Authors:** Sobhan Bahrami Zadegan, Peitong Li, Mst Shamira Sultana, Hafiz Muhammad Khalid Abbas, Nicole Coffey, Cengizhan Öztürk, Mariam Elwasif, John Hollis Rice, Hari B Krishnan, Tarek Hewezi

## Abstract

Plant-parasitic root-knot nematodes (*Meloidogyne* species) are highly polyphagous parasites that alter cellular identity of terminally differentiated root cells to induce the formation of giant cells and knot-like structures known as galls, whose ontogeny remains largely unknown. In this study, we generated single-nucleus RNA-seq data of galls and neighboring root tissues at two distinct stages of *Meloidogyne incognita* infection of tomato (*Solanum lycopersicum*) plants. Analysis of 35 393 high-quality nuclei resulted in the identification of three stele-associated cell clusters that captured young and more differentiated giant cells, where 772 genes were preferentially expressed. Giant cell-specific expression patterns of a set of these genes were validated using promoter activity assays. We used pseudotime analysis to trace how gene activity changes as giant cells develop. Developmental trajectory analysis revealed a gradual activation of more complex gene regulatory networks as young giant cells adopt specific fates and become more differentiated. Functional assays using gene silencing confirmed the functional importance of giant cell-expressed genes in mediating plant susceptibility to *M. incognita*. Cell type-specific gene expression analysis revealed that xylem, phloem, stele, endodermal, and protophloem cells undergo extensive transcriptome reprograming, which facilitates coordinated cellular responses to nematode infection, including immune signaling, structural support, and metabolic adjustments. Together, our analyses represent the first single-nucleus transcriptomic map of nematode-induced giant cells and provide novel insights into the molecular events leading to the formation of a new plant organ and feeding cells orchestrated by an animal parasite.

## Introduction

Root knot nematodes (*Meloidogyne* sps.) are sedentary endoparasites of root systems of >2000 plant species, including many of economic importance [1]. During the compatible interaction, the infective second-stage juveniles (J2s) redifferentiate terminally differentiated vascular cells into enlarged feeding cells, known as giant cells. The formation of giant cells, typically between four and nine, also stimulates surrounding cells to divide and enlarge in size, resulting in the formation of knot-like structures known as galls [2, 3]. The formation of giant cells by root-knot nematodes is a fascinating example of how an animal can manipulate plant cellular differentiation and developmental pathways to its advantage. This process demonstrates a sophisticated form of cross-kingdom interactions, where an animal induces specific changes in plant cells, transforming them into highly specialized structures that support its survival and reproduction.

Recent research has provided insight into the molecular mechanisms underlying the ontogeny of giant cells as specialized feeding cells. Upon infection, infective juveniles induce massive transcriptome programming of target cells that includes upregulation of genes associated with cell cycle activation, cell wall modifications, cytoskeleton remodeling, and metabolic pathways while suppressing defense- and immunity-related genes [4–7]. Transcriptome reprogramming of infected root cells activates endoreduplication process, resulting in enlargement of nuclei and increased cellular DNA content, a key characteristic of metabolically hyperactive cells [8]. Transcriptional regulation of genes related to cytoskeleton rearrangement and cell wall modifications facilitates the enlargement of giant cells and accommodates the proliferation of organelles such as mitochondria, plastids, and vacuoles [3, 8]. Transcriptome analysis also supports the biosynthesis of essential metabolites and transport of nutrients into giant cells, ensuring a steady food supply for the nematode throughout the parasitic interaction [3–8].

The regulation of diverse gene networks in a spatially and temporally coordinated manner during gall and giant cell formation appears to involve the activity of a large number of transcription factors of various gene families [7, 9]. DNA methylation, histone modifications, and accumulation of small and long noncoding RNAs have also recently emerged as functional regulators of gene expression during nematode parasitism of host plants [10–16]. This may add significant complexity to gene expression regulation during nematode infection but also ensure flexibility of gene activation and deactivation at different parasitic stages, enabling plants to adapt to the nematode-induced reprogramming.

Determining transcriptome signatures of giant cells is critical for understanding the mechanisms through which plant-parasitic root-knot nematodes induce cellular reprogramming and transform root cells into specialized feeding cells. However, the resolution and specificity of transcriptome rewiring of giant cells are limited by using whole-root or gall tissues in which giant cells constitute only a very small fraction. In addition, giant cells are embedded within complex tissues, surrounded by other cell types with distinct transcriptional profiles, leading to challenges in separating their unique expression patterns. To enhance resolution and specificity in transcriptomic profiling, laser microdissection has been used to isolate giant cells from various plant species [17–21]. However, this approach is limited by its labor-intensive nature, susceptibility to RNA degradation, and lack of single-cell resolution and high throughput, ultimately constraining its ability to capture cellular heterogeneity and detect rare cell types. In this context, recent advances of single-cell RNA-sequencing (scRNA-seq) have facilitated the identification of transcriptome signatures of various plant cell types at unprecedented single-cell resolution [22–28]. Considering the large size and irregular shape of giant cells, single-nucleus RNA-seq (snRNA-seq) is ideally suited to determine the transcriptome of nematode-induced giant cells because nuclei can be isolated without harsh enzymatic or mechanical treatments, yielding accurate nuclear transcriptomes with significantly fewer dissociation-induced stress and size-based capture biases than whole-cell methods.

In this study, we generated snRNA-seq data of galls and neighboring root tissues at two distinct stages of *Meloidogyne incognita* infection of tomato plants. We identified cell clusters that captured young and fully developed giant cells. Specifically expressed genes in these clusters were sorted by pseudotime, allowing for the prediction of giant cell developmental trajectories. We identified gene activation patterns and the regulatory mechanisms underlying temporal progression of giant cell differentiation. We also identified nematode-responsive genes in xylem, phloem, stele, endodermis, and protophloem, providing the first insights into how plants detect and respond to nematode invasion at the cellular level. Furthermore, the specificity and functional importance of giant cell preferentially expressed genes were experimentally validated.

## Results

### Generation of snRNA-seq libraries of galls and neighboring root cells

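Galls and gall neighboring root cells (NRC) of tomato seedlings inoculated with M. incognita were profiled at 5 and 10 days postinfection (dpi), with 1 single-nucleus library for each tissue and time point. Each library pooled tissue from at least 96 plants, so individual plants cannot be told apart and no condition had replicate libraries. The authors aligned the reads to the tomato genome (SL3.0) with Cell Ranger and deposited raw counts of unique molecular identifiers (UMIs), which count captured transcript molecules, for 35825 annotated features in every barcode called as a nucleus. These counts were not normalized, free RNA had not been subtracted from them, and doublets were still included. The identifiers of 1167 of these features start with ENSRNA and carry no name in the tables used here. They were left out of the clustering and the tests, a choice made after the data were seen, and levels are given as CPM, a gene's UMIs scaled to the total UMIs of the other 34658 features. Clusters were rebuilt from the counts after the published steps, with scran size factors, the 4000 genes of highest binomial deviance, 50 principal components, Harmony over the 4 libraries and Leiden clustering at resolution 1.5. The giant cell marker genes and the other genes and gene groups chosen from the paper beforehand were left out of this clustering, so that their values do not shape the clusters. The published clusters were not assigned to single barcodes in the data used here, so rebuilt clusters carry their own numbers. Removal of free RNA with SoupX was not repeated. Shares of nuclei are given with 95% Clopper-Pearson intervals and CPM with 95% exact Poisson intervals, which cover counting error only and not the variation between libraries.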

We generated single-nucleus transcriptome of *M. incognita*-induced galls on tomato roots at 5 and 10 days postinfection (dpi), which represent early- and fully developed galls. At the same infection stages, ~1 cm of gall-neighboring root tissues were also collected and used as control as previously described [7]. Neighboring tissues share similar developmental stages and cell type compositions with the gall region prior to infection. Thus, using gall neighboring root cells (NRC) as a control reduces biological variability and batch effects introduced by using noninfected whole roots or root segments from different zones and developmental stages, thereby improving the sensitivity and accuracy of differential gene expression and cell type identification analyses. After data processing and filtering, a total of 35 393 high-quality nuclei were analyzed, including 6302 nuclei from 5-dpi galls, 11 140 from 5-dpi NRC, 8274 from 10-dpi galls, and 9677 from 10-dpi NRC (Table S1). 

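Across the 4 libraries, 42833 barcodes were called as nuclei. The 5-dpi NRC held 7263 barcodes with 9495990 UMIs and a median of 970 UMIs per nucleus. From the 5-dpi galls, 14993 barcodes had 25075025 UMIs, with a median of 1161. The 10-dpi NRC gave 9437 barcodes and 14827323 UMIs, with a median of 881 UMIs. In the 10-dpi galls, 11140 barcodes carried 18655326 UMIs, with a median of 1216. Only 16 barcodes had fewer than 200 detected genes. Doublets were removed by Scrublet score, taking from each library as many nuclei as Table S1 lists as doublets, 2897 in all. The 39920 nuclei that remained comprised 14168 from 5-dpi galls, 6661 from 5-dpi NRC, 10263 from 10-dpi galls and 8828 from 10-dpi NRC. A minimum of 500 detected genes lowered the number from 5-dpi galls most, to 9276.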

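Before any filter, the median number of genes detected per barcode was 715 in the 5-dpi NRC, 619 in the 5-dpi galls, 683 in the 10-dpi NRC and 745.5 in the 10-dpi galls. The mean of these 4 medians was 691, and the median over all barcodes combined was 684. After the removal of doublets the overall median was 677.5 genes. With at least 500 detected genes required, the 5-dpi galls changed most, to a median of 870 genes.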

A median number of 690 expressed genes per nuclei was determined (Table S1). After normalization and scaling of gene expression levels, nuclei from both galls and NRC were clustered and visualized using uniform manifold approximation projection (UMAP) method (Fig. 1a). This resulted in the identification of 30 distinct cell clusters (Fig. 1b). 

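Rebuilt clustering of these nuclei gave 22 clusters, numbered from 0 to 21 by size, with 4859 nuclei in the largest and 36 in the smallest. Resolution 1.0 gave 17 clusters, and both resolution 2.0 and clustering without integration gave 29.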

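Cell types were assigned to the rebuilt clusters with the 383 genes that Table S2 lists under a single cell type, in 12 classes. A marker gene counted as detected when at least 10% of the nuclei of some cluster had a UMI of it. Each class was assigned to the cluster where most of its detected markers had their highest CPM, provided that there were at least 3 of them and that no other class had as many there. A class name was used only where the 10 genes with the largest fold change in that cluster held no more markers of another class than of its own. The marker genes were fixed before the data were examined and the rule afterwards.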

Previously validated and conserved orthologs of cell type-specific marker genes (Table S2, Fig. S1) were then used to assign each cluster to a specific cell type (Fig. 1b).

**Figure 1:**
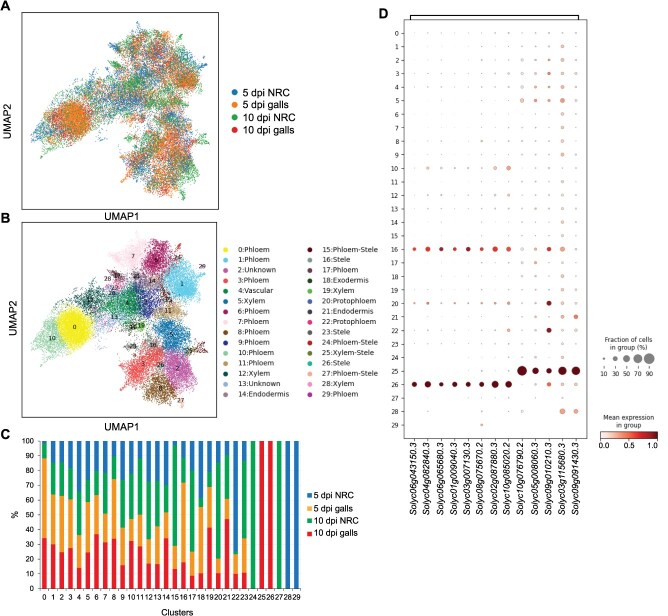
Single-nucleus transcriptome atlas of galls induced by *M. incognita* in tomato. (a, b) UMAP plots of galls and NRC collected at 5 and 10 days post-*M. incognita* infection. Nuclei are colored based on tissue identities (a) or assigned clusters and cell types (b). (c) Stacked bar graph depicting the proportion of nuclei from each of the four snRNA-seq libraries across all 30 clusters. (d) Dot plot showing the expression of 13 giant cell marker genes across all clusters. Dot diameter indicates the percentage of cells expressing a given gene in the indicated cluster. The color bar on the right indicates relative gene expression.

### Identification of giant cell specifically expressed genes

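Of the 22 rebuilt clusters, 21 contained nuclei from all 4 libraries. The exception was the smallest, cluster 21, with 33 nuclei from 5-dpi galls and 3 from 10-dpi galls. In the other clusters a single library contributed between 3.98% and 53.7% of the nuclei, and NRC nuclei made up between 14.8% and 72.2%.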

Our analysis revealed overlaps between gall and NRC samples as well as between the two time points except for clusters 24, 25, 26, 27, 28, and 29 (Fig. 1c and Table S3). Clusters 28 and 29 contained cells unique to the 5-dpi NRC, whereas cluster 24 and 27 contained cells unique to the 10-dpi NRC (Fig. 1c and Table S3). 

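The highest share of a single library in any rebuilt cluster was 91.7%, in the smallest cluster. It reached 95.2% without integration and 100% under total-count scaling and without doublet removal. The 10-dpi NRC contributed most to cluster 16, with 51.4% of its 772 nuclei. For the 5-dpi NRC the highest share was 35.7%, in cluster 10 with 1836 nuclei.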

Interestingly, clusters 25 and 26 contained cells exclusive to the 10-dpi galls. 

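Counterparts of clusters 25 and 26 among the rebuilt clusters were found with genes that Table S4 marks as specific for each, leaving out every gene reported by name and the 39 genes specific for both. For cluster 25, 329 genes were used, from a list that is held here only in part. For cluster 26, 240 genes were used. The counterpart was the rebuilt cluster in which the genes of a list had the highest mean level relative to the median cluster. In the counterpart of cluster 25, 27.1% (25.8 to 28.4) of the nuclei were from the 10-dpi galls, and in that of cluster 26 the share was 23.1% (20.5 to 25.8). Without integration the share in the counterpart of cluster 26 changed most, to 31.4%, and the highest share of the 10-dpi galls in any cluster rose from 44.3% to 92.2%.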

Cluster 25 contained 126 cells and was annotated as xylem cells. Similarly, cluster 26 contained 125 cells and was annotated as stele cells (Fig. 1c and Table S3). 

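The rebuilt counterpart of cluster 25 was cluster 0. It was assigned to the vascular class, with 6 of 11 detected vascular markers at their highest CPM in it. Xylem markers peaked most often in a different cluster, number 18 with 509 nuclei, which held the highest CPM of 5 of 20 detected xylem markers.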

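The rebuilt counterpart of cluster 26 was cluster 14, with 1019 nuclei, and no cell type name was assigned to it. It held the highest CPM of 6 of 8 detected protophloem markers, but its 10 most enriched genes included 2 markers of another class and no protophloem marker. No rebuilt cluster was assigned to stele, since at most 2 of the 6 detected stele markers peaked in the same cluster.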

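Besides the vascular class, 5 classes were assigned among the rebuilt clusters. The phloem-like cluster 17 had 738 nuclei and held the highest CPM of 18 of 24 detected phloem markers. The endodermis-like cluster 20 had 224 nuclei, with 17 of 21 markers. The epidermis-like cluster 19 had 405 nuclei, with 19 of 36 markers. Exodermis and xylem were each assigned to 1 cluster as well.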

The presence of distinct clusters for xylem (5, 12, 19, and 28), phloem (0, 1, 3, 6–11, 17, and 29), stele (16, 23, and 26), endodermis (14 and 21), and protophloem (20 and 22) implies that there were cells within each of these cell types whose transcriptome are different. Clusters 2 and 13 were annotated as ‘unknown’ because they lack clear, cell type-specific marker expression and may represent novel, transitional, or rare cell states.

Considering that *M. incognita* induces the formation of giant cells in the vascular tissues, we examined the possibility that clusters annotated as vascular, stele, or xylem captured nematode-induced giant cells. Thus, the expression of several genes previously shown to be expressed during early or late stages of giant cell formation were examined in all clusters. These genes included the *CELL CYCLE SWITCH PROTEIN 52* (*CCS52B*), the *cyclin-dependent kinases cdc2b*, *CycB1;1* and *CycA2;1*, the *65-kDa microtubule-associated protein MAP65–3* (*MAP65–3*), *alpha- and beta-tubulins*, and *Formin 2B*, which have been shown to be expressed in giant cells during early stages of infection [29–33]. Other marker genes that have been shown to be expressed in giant cells during late stage of infection include *auxin resistant 1* (*Aux1*), *auxin efflux carrier 4* (*PIN4*), *endo-1,4-beta-glucanase* (*ENG*), pectate lyase like (PLL), and *Formin 2A* [33–36]. These giant cell marker genes exhibited high and distinct expression patterns in clusters 16, 25, and 26. 

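All 8 early giant cell marker genes had their highest CPM in rebuilt cluster 14. Of the 5 late marker genes, Aux1, PIN4 and Formin 2A had their highest CPM in rebuilt cluster 0, ENG in cluster 14 and PLL in the endodermis-like cluster. No separate counterpart was found for cluster 16, whose specific genes are not held here.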

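In rebuilt cluster 14, CCS52B (Solyc06g043150) was detected in 20.5% (18.1 to 23.1) of the nuclei, at 344 CPM (313 to 377). The shares for the other early marker genes were 28.3% for cdc2b (Solyc04g082840), 19.7% for CycB1;1 (Solyc01g009040), 19.4% for CycA2;1 (Solyc06g065680), 23.1% for MAP65-3 (Solyc03g007130), 31.2% for alpha-tubulin (Solyc02g087880), 31.1% for beta-tubulin (Solyc10g085020) and 20.1% for Formin 2B (Solyc08g075670). The median over these genes was 21.8% (19.3 to 24.4), in nuclei with a median of 1213 UMIs. Free RNA gives UMIs in nuclei that do not express a gene, and the epidermis-like cluster, with a median of 939 UMIs, was taken as the background. Both medians include ENSRNA UMIs. In every library these took a larger part in the epidermis-like cluster than in cluster 14, for example 47.8% against 25.0% in 5-dpi galls. In other UMIs this background was therefore shallower, relative to cluster 14, than the medians show. There CCS52B was found in 0 of 405 nuclei, which allows a share of up to 0.907%, and the other early marker genes in 1.48% to 11.1% of the nuclei, the highest being beta-tubulin. For beta-tubulin the next highest level was in cluster 8, at 460.5 CPM (442 to 480) against 501 CPM (463 to 541) in cluster 14, so these levels differed by less than the counting error, and the share of nuclei was higher in cluster 8, at 36.9%. In cluster 21, with 36 nuclei, all from galls, the shares were higher for alpha-tubulin, at 50.0% (32.9 to 67.1), beta-tubulin, at 47.2% (30.4 to 64.5), and cdc2b, at 36.1% (20.8 to 53.8), with intervals that overlap those in cluster 14. When the 772 genes of Table S5 were left out of the clustering, both gene lists pointed to the same cluster of 3904 nuclei, and the median share of the early marker genes there was 5.67%.

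**Figure D1:**
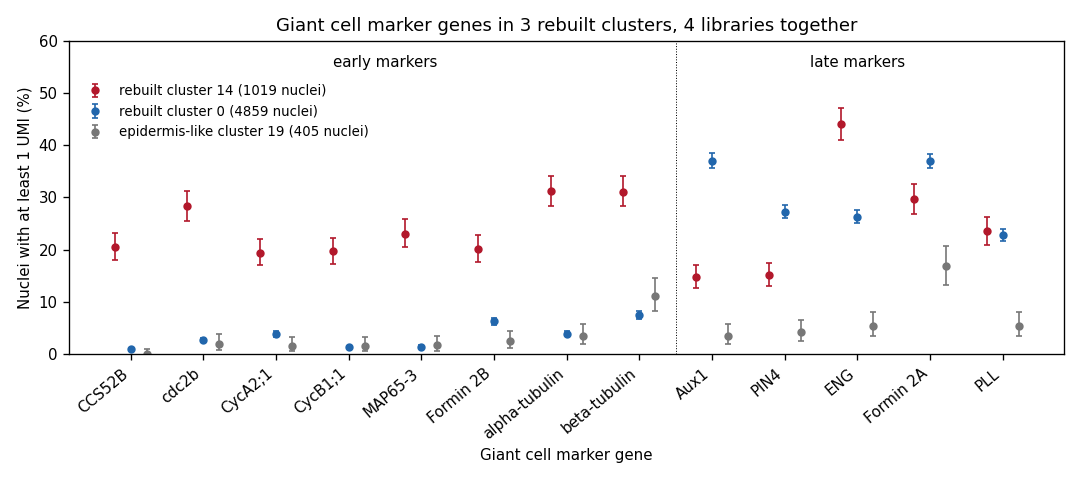
Share of nuclei with at least 1 UMI (y axis, percent) of each of the 13 giant cell marker genes (x axis) in rebuilt clusters 14 and 0 and in the epidermis-like cluster, with the 4 libraries combined. Points are shares and bars are 95% Clopper-Pearson intervals; the early marker genes lie between 19.4% and 31.2% in cluster 14.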

More specifically, the giant cell and cell cycle marker genes *CCS52B*, *cdc2b*, *CycB1;1*, *CycA2;1*, *MAP65–3*, *alpha- and beta-tubulins*, and *Formin 2B* were highly and specifically expressed in ~30% and 50% of the cells in clusters 16 and 26, respectively (Fig. 1d). The giant cell marker genes *Aux1*, *PIN4*, *ENG*, *PLL*, and *Formin 2A* were abundantly and specifically expressed in ~70% of the cells in cluster 25 (Fig. 1d). 

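Among the nuclei of rebuilt cluster 0, which had a median of 1020 UMIs with ENSRNA included, Aux1 (Solyc10g076790) was detected in 37.0% (35.7 to 38.4), Formin 2A (Solyc03g115680) in 37.0% (35.6 to 38.4), PIN4 (Solyc05g008060) in 27.2% (26.0 to 28.5), ENG (Solyc09g010210) in 26.3% (25.0 to 27.5) and PLL (Solyc09g091430) in 22.8% (21.6 to 24.0). The share of ENG was higher in rebuilt cluster 14, at 44.0%, and that of PLL higher in the endodermis-like cluster, at 58.9%. Formin 2A in the endodermis-like cluster, at 39.7% (33.3 to 46.5), and Aux1 in cluster 21, at 41.7% (25.5 to 59.2) of 36 nuclei, had higher shares too, with intervals that overlap those in cluster 0. In the epidermis-like cluster these genes were found in 3.46% to 16.8% of the nuclei, the highest being Formin 2A. The median share over the late marker genes changed most under total-count scaling, where it was 47.1% in a counterpart of 1455 nuclei. From the expression patterns of the early and late marker genes, the paper proposes that clusters 16 and 26 hold young and cluster 25 fully developed giant cells.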

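Shares of nuclei also depend on how many UMIs each nucleus has. With every nucleus thinned to 500 UMIs, ENSRNA not counted, and nuclei with fewer left out, the median share was 12.6% for the early marker genes in rebuilt cluster 14 and 17.1% for the late marker genes in rebuilt cluster 0.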

The expression patterns of these giant cell marker genes suggest that clusters 16 and 26 captured young giant cells, whereas cluster 25 captured fully developed giant cells. 

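Rebuilt cluster 14 contained 178 nuclei from 5-dpi NRC, 428 from 5-dpi galls, 178 from 10-dpi NRC and 235 from 10-dpi galls, so that NRC made up 34.9% (32.0 to 38.0) of it. It held 2.67% (2.30 to 3.09) of the 5-dpi NRC library and 3.02% (2.75 to 3.32) of the 5-dpi gall library. At 10 dpi it held 2.02% (1.73 to 2.33) of the NRC and 2.29% (2.01 to 2.60) of the gall library. These intervals overlapped at both time points, so the cluster was about as frequent in NRC as in galls. In rebuilt cluster 0, 31.5% (30.2 to 32.9) of the nuclei were from NRC. That cluster held 11.7% of the 5-dpi NRC and 14.2% of the 5-dpi gall library. At 10 dpi it held 8.51% of the NRC and 12.8% of the gall library, with the intervals apart at both time points. Without integration the counterparts of clusters 26 and 25 held 18.5% and 17.7% NRC, the largest changes over the alternatives. Each of the 8 early marker genes was detected in NRC nuclei of cluster 14, for example CCS52B in 18.5% (13.1 to 25.0) of those at 5 dpi and 15.7% (10.7 to 21.9) of those at 10 dpi, against 23.4% (19.4 to 27.7) and 20.4% (15.5 to 26.2) of the gall nuclei. At 5 dpi the intervals of the tissues were apart for 2 of the genes. MAP65-3 was detected in 19.1% (13.6 to 25.7) of the NRC and 30.6% (26.3 to 35.2) of the gall nuclei, and Formin 2B in 10.7% (6.55 to 16.2) and 25.0% (21.0 to 29.4). The nuclei of cluster 14 had a median of 1014 UMIs in 5-dpi NRC and 1489.5 in 5-dpi galls. These medians include ENSRNA UMIs, which took 12.9% and 25.0% of the UMIs there. They therefore do not give the gap in the other UMIs, to which thinning was applied. With nuclei thinned to 500 of the other UMIs, the intervals of MAP65-3 and Formin 2B overlapped. For the other early marker genes at 5 dpi, and for all 8 at 10 dpi, they overlapped without thinning.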

While clusters 25 and 26 contained nuclei exclusively from the 10-dpi galls, ~28% of nuclei in cluster 16 originated from NRC, suggesting that giant cells and NRC share a subset of gene expression programs, as recently reported [7]. However, subclustering of cluster 16 revealed that gall-derived and NRC-derived nuclei separated into distinct subclusters (Fig. S2), indicating that, despite some shared transcriptome, these cells represent distinct cellular identities.

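The nuclei of rebuilt cluster 14 were clustered again without integration at resolution 0.5, chosen after the data were seen, which gave 7 subclusters. One of them, with 93 nuclei, was 97.8% NRC (92.4 to 99.7). The share of NRC in the others ranged from 13.4% to 61.1%. With Harmony over the libraries, which was also chosen after the data were seen, there were 6 subclusters and the share of NRC ranged from 25.7% to 55.9%.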

Through differential gene expression analysis, we identified statistically significant differentially expressed genes (DEGs) in all clusters, including 252, 467, and 325 genes preferentially expressed in clusters 16, 25, and 26, respectively (Table S4). After eliminating common genes, a total of 772 genes preferentially expressed in these three clusters were identified and hence were considered as giant cell specifically expressed genes (Table S5). 

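All 772 genes of Table S5 had UMIs in the rebuilt clusters. Of these, 276 had their highest CPM in cluster 14 and 119 in cluster 0, 395 in all. Another 121 were highest in cluster 13, to which no cell type was assigned, and 86 in the xylem-like cluster. The median log2 ratio of their level in the 2 counterparts to that in the other clusters was 0.72 (0.64 to 0.80). This was above the medians of all 10000 random lists of as many genes matched on mean expression, the highest of which was 0.049. The paper chose the list from these same libraries, so this is not independent evidence. The counterparts were also picked as the clusters where genes from the paper's cluster-specific lists had their highest mean level. The 772 genes were drawn from such lists. A high ratio in the counterparts follows from that choice, so the comparison with random lists does not test it. With all of the listed genes left out of the clustering, both clusters of the paper had the same counterpart, where 151 were highest. The median log2 ratio was then 0.66 (0.63 to 0.71), and the highest over the random lists 0.092. That counterpart was still picked by the level of genes from the same lists. Leaving the genes out of the clustering therefore does not make the ratio a test either.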

We next conducted enrichment analysis of gene ontology (GO) terms among these genes to determine biological processes associated with giant cell ontogeny. Cluster 16 and 26 specifically expressed genes were similarly enriched in genes involved in mitotic cell cycle and related processes, including microtubule-based processes, spindle organization, phase transition, and regulation of cyclin-dependent protein kinase activity (Fig. S3). Cluster 25 specifically expressed genes were enriched mainly in genes implicated in the regulation of metabolic process, intracellular transport, cell communication, and chromatin remodeling (Fig. S3). Considering the key role of mitotic cell cycle process in giant cell ontogeny [37, 38], it is evident that clusters 16 and 26 contain a higher portion of young giant cells, whereas cluster 25 contains more differentiated giant cells in which metabolic pathways, cellular communication, and vesicle-mediated transport appear to be highly active.

### Validating giant cell-specific gene expression using promoter activity

To further validate giant cell-specific gene expression, promoter:GUS (β-glucuronidase) constructs of four genes encoding a histone deacetylase (*Solyc03g115150*,) a cyclin A1 (*Solyc11g005090*), a homeobox leucine-zipper transcription factor (*Solyc11g069470*), and a structural maintenance of chromosomes protein (*Solyc03g093260*) were generated and expressed in tomato seedlings using transgenic hairy root system. After *M. incognita* inoculation, GUS activity was determined at 5, 10, and 15 dpi in both infected and noninfected roots. Noninfected roots did not show any GUS activity at these time points (Fig. S4). Infected roots expressing *Solyc03g115150* promoter construct showed strong GUS staining in galls and giant cells at 5 and 10 dpi but not at 15 dpi (Fig. 2a). *Solyc11g005090* promoter drove strong GUS activity in galls and giant cells at all time points, though weaker at 15 dpi (Fig. 2b). GUS activity driven by *Solyc11g069470* promoter was sporadically detected in galls and giant cells at 5 dpi, became consistently present in all galls and giant cells at 10 dpi, but was completely absent at 15 dpi (Fig. 2c). Promoter activity of *Solyc03g093260* was detected in galls and giant cells only at 10 dpi (Fig. 2d). The promoter activity data strongly support the snRNA-seq results, validating the expression of giant cell-specific genes.

**Figure 2:**
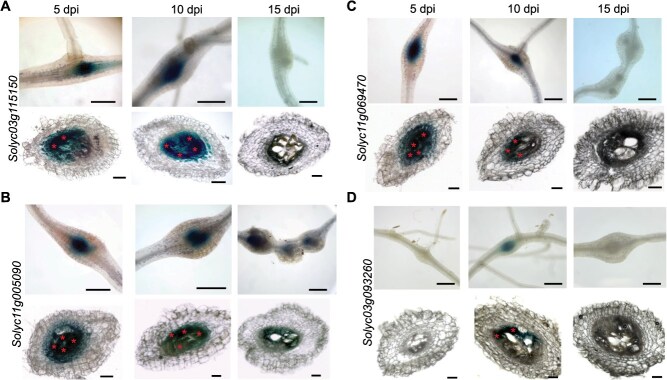
Promoter activity of four giant cell specifically expressed genes following *M. incognita* infection. (a–d) Promoter:GUS constructs for *Solyc03g115150* (**a**), *Solyc11g005090* (b), *Solyc11g069470* (c), and *Solyc03g093260* (d) were generated and expressed in tomato seedlings using transgenic hairy root system. GUS activity was determined in transgenic roots at 5, 10, and 15 days following *M. incognita* infection. The top panel for each gene illustrates GUS activity in galls, while the bottom panel displays GUS activity in giant cells from cross-sections. Giant cells are indicated by asterisks. Scale bars: 350 μm for the top panel and 100 μm for the cross-sectional views in the bottom panels. GUS activity of these promoter constructs in noninfected roots is provided in Fig. S4.

### Developmental trajectories of giant cells

snRNA-seq captures the heterogeneity within a cell population and provides a way to examine how cells change as they differentiate, thereby enabling the determination of differentiation trajectories. 

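To order gall nuclei along pseudotime, rebuilt clusters 14 and 0 and the xylem-like cluster were used, because no rebuilt cluster was assigned to stele. These clusters contained 4358 gall nuclei, 2653 at 5 dpi and 1705 at 10 dpi, and NRC nuclei were left out. Diffusion pseudotime in scanpy was used in place of Palantir, with 30 principal components and 10 diffusion components. The starting nucleus was the gall nucleus of cluster 14 with at least 1000 UMIs that had the highest share of UMIs from the genes specific for cluster 26. The genes and gene groups named from the paper were left out of the input. The other genes of Table S5 were not. Since the start lies in cluster 14, high values of the genes of that cluster early in pseudotime are partly set by the choice of the start.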

To predict the developmental progression of giant cells, we generated a UMAP plot of the eight clusters annotated as stele/xylem cell (clusters 5, 12, 15, 16, 19, 23, 25, and 26). Examining the distribution distance of the UMAP plot revealed that cluster 16 was connected to clusters 26 and 25, which were found to contain young and more differentiated giant cells, respectively (Fig. 3a). This topology suggests that cluster 16 contains cells that represent intermediate state of giant cell differentiation. We further examined this suggestion by performing pseudotime analysis through ordering the cells along a trajectory based on their gene expression profiles, which would reflect the developmental progression. 

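Median pseudotime at 5 dpi was 0.27 in rebuilt cluster 14, 0.31 in cluster 0 and 0.655 in the xylem-like cluster. At 10 dpi the medians were 0.25, 0.312 and 0.617. When the nuclei were divided into 5 bins of nearly equal size along pseudotime, cluster 14 made up 54.9% of bin 1 and 13.0% of bin 5. Cluster 0 made up 44.4% of bin 1, between 93.7% and 96.5% of the next 3 bins and 50.1% of bin 5, and the xylem-like cluster 36.9% of bin 5.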

Similar to distribution distance of the UMAP plot, the predicted trajectories revealed gradual transition of cells in cluster 26 (young giant cells), to intermediate state (cluster16), to more differentiated giant cells (clusters 5, 25, and 19) (Fig. 3b and c). While cluster 12 was not in the trajectory path, cells in clusters 15 and 23 did not show significant changes in gene expression patterns as they move along pseudotime path (Fig. 3b and c). This may indicate that these cells are not part of the giant cell differentiation process and might be in a more terminal, mature, or quiescent state. We next compared the distribution of cells from the 5 and 10 dpi across pseudotime. Cells from the 5-dpi time point were enriched in early pseudotime, whereas cells from the 10-dpi time point were gradually shifted toward later pseudotime (Fig. 3d). In this context, it may be relevant to mention that clusters 25 and 26 contained nuclei exclusive to the 10-dpi galls, and both clusters were expected to include more differentiated cells. However, our finding that cluster 26 contained young giant cells indicates that both early-stage and more differentiated giant cells were present in the 10-dpi galls. This finding is supported by the distribution of xylem/stele nuclei from 5- and 10-dpi galls across pseudotime (Fig. 3d) and reflects the cellular heterogeneity at this stage of development.

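Across the 3 rebuilt clusters, 22.4% (20.8 to 24.0) of the 5-dpi gall nuclei and 16.1% (14.4 to 17.9) of the 10-dpi gall nuclei lay in bin 1. In bin 5 the shares were 16.2% (14.8 to 17.7) at 5 dpi and 25.9% (23.9 to 28.1) at 10 dpi. Between its quartiles, pseudotime ran from 0.3071 to 0.3132 at 5 dpi and from 0.3086 to 0.3184 at 10 dpi. This is a narrow part of the scale from 0 to 1, against which a shift has to be judged. The median pseudotime was 0.3102 at 5 dpi and 0.3123 at 10 dpi, a difference of 0.0021. It was 0.0004 with Harmony over both gall libraries, where bin 5 held 18.8% (17.3 to 20.3) of the nuclei at 5 dpi and 21.9% (20.0 to 24.0) at 10 dpi, with overlapping intervals. Each time point had 1 gall library, so this difference was not tested.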

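The 10-dpi galls had 235 nuclei in rebuilt cluster 14, or 2.29% (2.01 to 2.60) of that library, and 1316 in rebuilt cluster 0, or 12.8% (12.2 to 13.5). In the 5-dpi galls these clusters had 3.02% (2.75 to 3.32) and 14.2% (13.6 to 14.8) of the nuclei. Of the 10-dpi gall nuclei in cluster 14, 68.9% (62.6 to 74.8) lay in bin 1 and 23.0% (17.8 to 28.9) in bin 5. From the young giant cells in cluster 26 the paper reasons that giant cells of both stages were present in the galls at this time point.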

**Figure 3:**
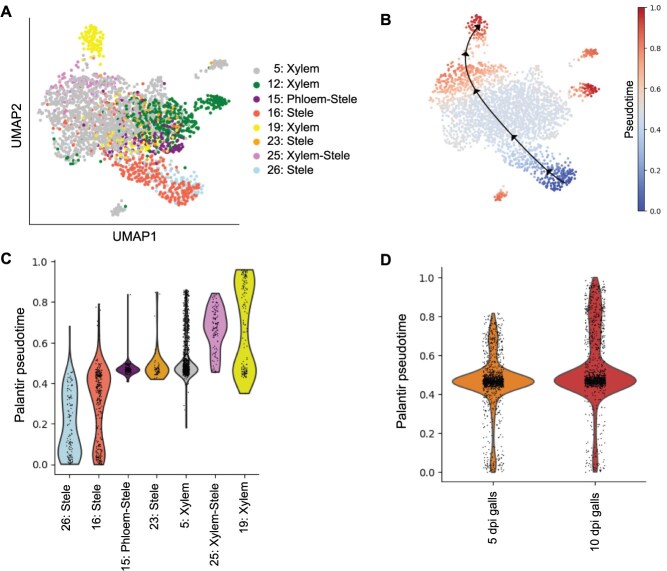
Predicted developmental trajectories of giant cells. (a) Single-cell UMAP plot of eight annotated xylem/stele clusters from galls. Nuclei are colored based on assigned clusters. (b) Pseudotime trajectories of xylem/stele nuclei from cluster 5, 12, 15, 16, 19, 23, 25, and 26 across pseudotime. Cluster 12 was not in the trajectory path. (c) Distribution of xylem/stele nuclei from cluster 5, 15, 16, 19, 23, 25, and 26 across pseudotime showing gradual transition of young giant cells (cluster 26), to intermediate state (cluster 16), to more differentiated giant cells (clusters 5, 25, and 19). Nuclei in clusters 15 and 23 did not show significant changes in gene expression patterns as they move along the pseudotime trajectory. (d) Distribution of xylem/stele nuclei from 5- and 10-dpi galls across pseudotime showing enrichment in early and late pseudotimes, respectively.

### Giant cell differentiation is mediated through complex gene activation patterns

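Each of the 772 genes was assigned to the pseudotime bin in which its CPM was highest. This was bin 1 for 364 genes, bin 2 for 55, bin 3 for 33, bin 4 for 99 and bin 5 for 221. With Harmony over both gall libraries the numbers were 353, 62, 28, 81 and 248.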

To gain insight into how gene expression changes as giant cells transition through different states, we sorted giant cell specifically expressed genes (772) across pseudotime. Four distinct clusters (A–D) representing distinct temporal expression patterns across pseudotime were observed (Fig. 4a). Cluster A showed high expression during early pseudotime, progressively decreasing across pseudotime, while cluster B exhibited high expression during early and intermediate pseudotime states before similarly decreasing (Fig. 4a). Genes in cluster C and D showed temporal expression patterns specific to intermediate and late pseudotime stages, respectively (Fig. 4a). Genes in cluster A were significantly enriched in mitotic cell cycle and related processes (Fig. 4b), whereas genes in cluster B were enriched in functions related to regulation of metabolic processes and transport (Fig. 4b). Genes in cluster C were enriched in regulation of biological processes and hormone transport. Genes in cluster D were enriched in vesicle-mediated transport (Fig. 4a). Pseudotime progressions of these genes imply that giant cell ontogeny is mediated through complex gene activation patterns.

**Figure 4:**
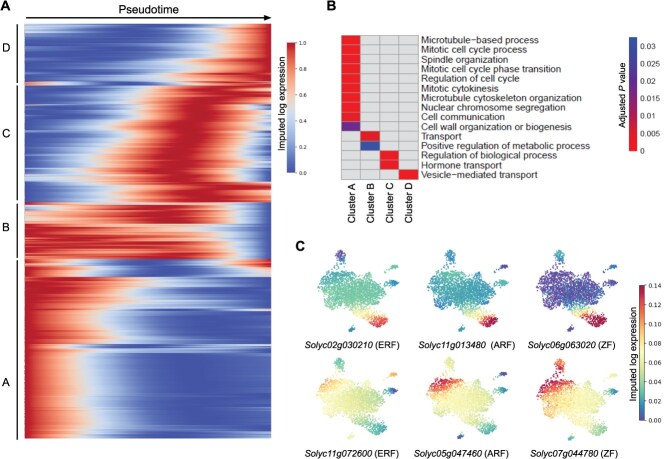
Sorting giant cell specifically expressed genes by pseudotime. (a) Heatmap of 772 giant cell specifically expressed genes, revealing four major gene clusters (A–D) with distinct temporal expression patterns along pseudotime. (b)GO enrichment analysis of genes identified in the four major gene clusters (A–D). The color bar on the right represents the adjusted *P-*value of significantly enriched terms. Analysis was performed using PANTHER version 19.0 with Fisher’s exact test and Bonferroni correction for multiple testing, applying a significance threshold of *P* < 0.05. (c) Expression patterns of six transcription factors of the ERF, ARF, and ZF families across the developmental trajectory of giant cells. Members of the same transcription factor family displayed distinct expression trajectories.

### Genes associated with specific molecular functions exhibit similar temporal expression patterns across pseudotime

We next examined whether genes associated with specific molecular functions exhibit the same temporal expression patterns across pseudotime. Interestingly, genes encoding the microtubule binding protein TPX2 and B-type cyclins showed high expression during early pseudotime and progressively decreased across pseudotime (Fig. S5a and b). 

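The 5 TPX2 genes of Fig. S5a together had 1331 CPM (1268 to 1396) in bin 1 and 30.9 CPM (22.5 to 41.3) in bin 5, a log2 ratio of -5.43. The 6 B-type cyclin genes of Fig. S5b had 1752 CPM (1680 to 1826) in bin 1, 78.0 CPM in bin 2 and 43.2 CPM in bin 5, a log2 ratio of -5.34. Each of these 11 genes had its highest CPM in bin 1. In the next bins the levels were low throughout, between 22.8 and 57.3 CPM for TPX2 and between 54.8 and 78.0 CPM for the cyclins in bins 2 to 4.

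**Figure D2:**
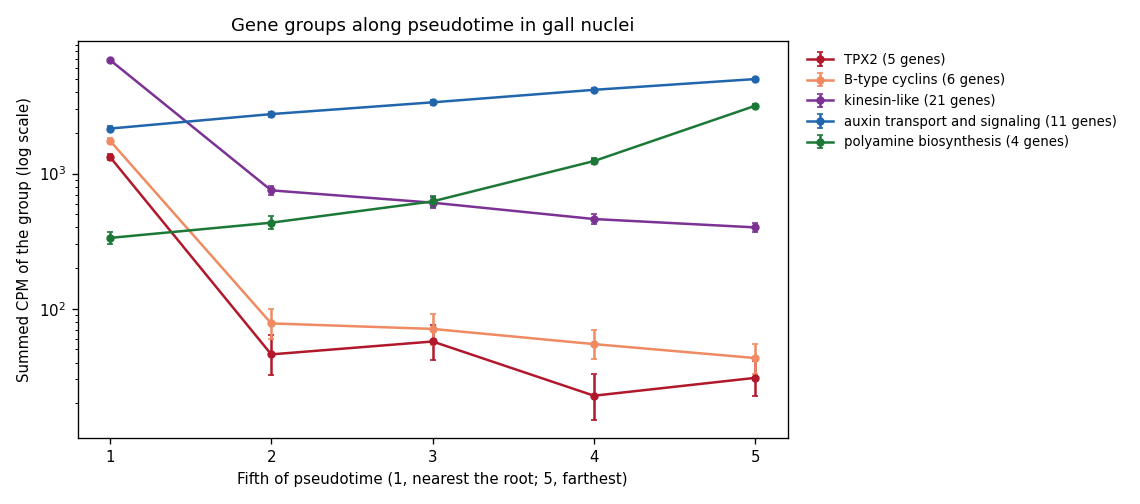
Summed CPM (y axis, log scale) of 5 groups of genes in 5 bins of gall nuclei along pseudotime (x axis, from 1, nearest the start, to 5, farthest). Points are CPM and bars 95% exact Poisson intervals; TPX2, B-type cyclin and kinesin-like genes are highest in bin 1, auxin and polyamine genes in bin 5.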

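The 11 genes of auxin transport and signaling in Fig. S5c together rose from 2152 CPM (2072 to 2234) in bin 1 to 5002 CPM (4888 to 5118) in bin 5, a log2 ratio of 1.22. The 4 polyamine biosynthesis genes of Fig. S5d rose from 334 CPM (303 to 368) to 3174 CPM (3084 to 3267), a log2 ratio of 3.25. Both sums rose from each bin to the next, and each of these 15 genes had a higher CPM in bin 5 than in bin 1. All 4 polyamine genes and 7 of the 11 auxin genes were highest in bin 5. PIN4 and Solyc03g121060 were highest in bin 3 and 2 others in bin 4, and PIN4 had 262 CPM in bin 1, 416 CPM in bin 3 and 275 CPM in bin 5. With Harmony over both gall libraries the log2 ratios were 1.33 and 3.62.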

The opposite temporal expression pattern was observed for several genes involved in auxin transport and signaling as well as those involved in polyamine biosynthesis (Fig. S5c and d). These genes showed gradual increases in expression along pseudotime. 

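For the 21 kinesin-like genes of Fig. S5e the summed level was 6929 CPM (6785 to 7076) in bin 1, 751 CPM in bin 2 and 400 CPM in bin 5, a log2 ratio of -4.12. Every one of these genes, Solyc03g119220 included, had its highest CPM in bin 1.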

Several kinesin-like genes displayed high expression during early and/or intermediate pseudotime (Fig. S5e). Genes involved in various aspects of epigenetic modifications, including DNA methylation, histone modifications, and chromatin remodeling showed high expression during early, intermediate, or late pseudotime (Fig. S5f).

### Transcription factor dynamics in giant cells across pseudotime

We further analyzed the expression of transcription factors uniquely expressed in giant cells along pseudotime to gain insights into the regulatory mechanisms driving giant cell differentiation. Notably, a limited number of transcription factors were found to be expressed early in the trajectory (Fig. S5g). These transcription factors belong to the MYB, WRKY, Auxin Response Factor (ARF), AP2-like ethylene-responsive factor (ERF), and zinc finger (ZF) families. As cells progress along pseudotime, more transcription factors were found to be expressed, reflecting a gradual activation of more complex gene regulatory networks as young giant cells adopt specific fates and become more differentiated (Fig. S5g). The growing complexity in transcriptional regulation was mediated mainly through the activity of numerous members of the bHLH, homeobox leucine-zipper, ZF, jumonji, and NAC domain families (Fig. S5g). Notably, members of the same transcription factor families such as ERF, ARF, and ZF exhibited distinct expression patterns across pseudotime (Fig. 4c), suggesting different regulatory roles and functional specialization.

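Of the transcription factors of Fig. 4c, the ERF gene Solyc02g030210 was highest in bin 1, at 160 CPM (139 to 184), and the ERF gene Solyc11g072600 in bin 5, at 171 CPM (151 to 194). The ARF gene Solyc11g013480 was highest in bin 1, at 141 CPM (121 to 163), and the ARF gene Solyc05g047460 in bin 4, at 184.7 CPM (161 to 211), against 184.5 CPM (163 to 208) in bin 5. The ZF gene Solyc06g063020 was highest in bin 1, at 198 CPM (174 to 224), and the ZF gene Solyc07g044780 in bin 5, at 271 CPM (245 to 299). The 3 genes highest in bin 1 had their highest CPM there by more than the counting error. For Solyc11g072600 the intervals of bins 2 to 5 overlapped.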

### Silencing giant cell-expressed genes enhanced plant resistance to *M. incognita*

We used tobacco rattle virus (TRV)-based virus-induced gene silencing (VIGS) approach to silence four giant cell-expressed genes, encoding an MYB transcription factor (Solyc04g056310), a C2H2-type ZF transcription factors (Solyc10g080200), an NAC domain transcription factor (Solyc05g021090), and a kinesin-like protein (Solyc03g119220) (Table S5). Reverse transcription-quantitative polymerase chain reaction (RT-qPCR) analysis revealed that TRV2 vectors generated to specifically silence these genes achieved between 45% and 60% downregulation in randomly selected root tissues (Fig. S6). All silenced plant lines exhibited significant decreases in susceptibility, as assessed by quantifying the number of galls and egg masses per root system, as well as the number of eggs per gram of root tissues (Fig. 5a–c). Among the tested lines, the MYB transcription factor (*Solyc04g056310*) demonstrated the greatest reduction, with an approximate decrease of 80% (Fig. 5a–c). These findings provide evidence for the functional involvement of these genes in mediating plant susceptibility to *M. incognita*.

**Figure 5:**
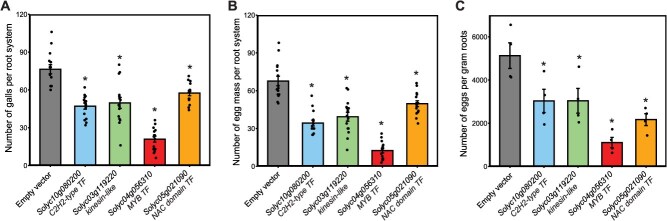
Silencing giant cell specifically expressed genes enhanced plant resistance to *M. incognita**.*** TRV-based VIGS approach was used to silence the expression of four giant cell-specific genes: an MYB transcription factor (*Solyc04g056310*), a C2H2-type ZF transcription factor (*Solyc10g080200*), an NAC domain transcription factor (*Solyc05g021090*), and a kinesin-like protein (*Solyc03g119220*). Plants were inoculated with ~400 second-stage juveniles of *M. incognita*. Six weeks post-inoculation, the number of galls (a), egg masses (b), and eggs per gram of root tissue (c) were quantified. Data are presented as mean ± SE of at least 15 plants, with each dot representing an individual plant. Statistically significant differences between gene-silenced and control plants (empty vector) were determined using ANOVA (*P* < 0.05) and are indicated by asterisks.

### Cell type-specific response to nematode infection

Our analysis revealed that several cell type-specific clusters contained cells from both galls and control samples. Therefore, we reasoned if cells from gall and control samples within each cluster can be distinguishably separated, comparative gene expression analysis can be conducted to accurately determine cell type-specific responses to nematode infection. Two cell type-specific clusters for xylem (5 and 12), phloem (10 and 17), stele (16 and 23), endodermis (14 and 21), and protophloem (20 and 22) containing a high number of gall and control cells were selected for differential gene expression analysis. 

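Among the rebuilt clusters, the xylem-like cluster had 369 gall and 140 NRC nuclei, the phloem-like cluster 395 and 343, and the endodermis-like cluster 141 and 83. Rebuilt cluster 14, where protophloem markers peaked, had 663 gall and 356 NRC nuclei. In this clustering no comparison was made for stele. The counts of these nuclei were summed per library, which left 32048 UMIs in the smallest sum, for the 10-dpi NRC in the endodermis-like cluster, and 624177 in the largest, for the 5-dpi galls in cluster 14.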

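How far gall and NRC nuclei lay apart within a rebuilt cluster was measured at each time point as the share of the 15 nearest neighbors that came from the same tissue, in 30 principal components without integration. In the xylem-like cluster this share was 79.4% at 5 dpi and 79.0% at 10 dpi, against means of 61.5% and 58.1% with the tissue labels shuffled 1000 times. The phloem-like cluster had 91.5% and 94.1%, against 53.4% and 51.2%. In the endodermis-like cluster the shares were 66.0% and 77.2%, against 50.5% and 57.1%. Rebuilt cluster 14 had 80.9% and 84.0%, against 58.5% and 50.9%. Each observed share was above the highest shuffled one. This measure was chosen after the data were seen, and with 1 library per tissue and time point it does not separate tissue from library.

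**Figure D3:**
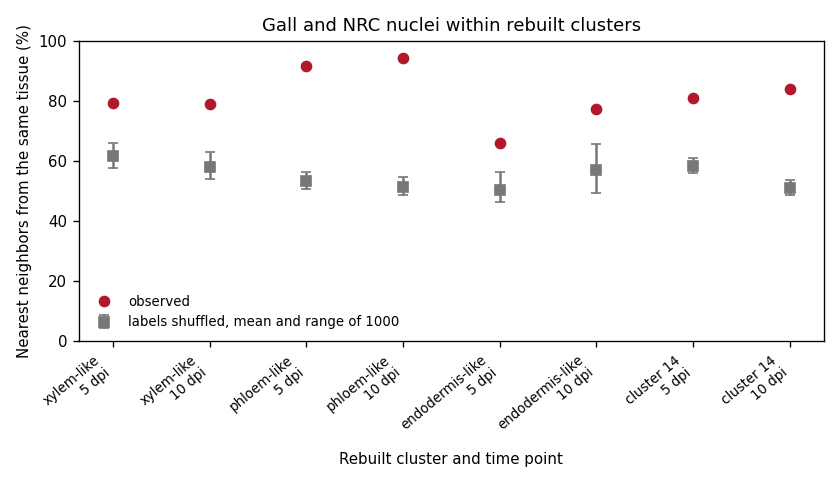
Share of the 15 nearest neighbors from the same tissue (y axis, percent) for gall and NRC nuclei in 4 rebuilt clusters at 5 and 10 dpi (x axis). Circles are observed shares, squares and bars the mean and range of 1000 shufflings of the labels; each circle lies above its bar.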

Notably, within each of these 10 clusters, gall and control cells exhibited distinct separation at each time, though some similarities persisted across time points. Thus, we performed gene expression analysis by merging gall or control cells across both time points and clusters (Fig. 6a–e). 

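The gall to NRC ratios of 5 and 10 dpi come from different libraries, so they were compared across genes. Genes are not independent replicates, and no test was made. In cluster 14, 71.8% of 7214 genes changed in the same direction at both time points (Pearson's r 0.63, Spearman's rho 0.60). The phloem-like cluster had 65.2% of 4186 genes (0.57 and 0.47), the xylem-like cluster 61.6% of 4593 genes (0.42 and 0.36) and the endodermis-like cluster 58.9% of 1898 genes (0.35 and 0.29). The xylem-like cluster changed most with only the 110 genes of at least 50 counts in every library, to 87.3%. That filter favors genes higher in NRC, whose sums there were smaller, and the median log2 ratios of the 110 genes were -0.66 and -0.92, so the higher share is no evidence of a shared response.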

A total of 9093, 9181, 5261, 3696, and 3285 genes were identified as differentially expressed in xylem, phloem, stele, endodermal, and protophloem cells, respectively, in response to nematode infection (Tables S6–S10), implying that these cells underwent extensive transcriptome programing in response to nematode infection. 

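Gall and NRC were compared with the sums per library as replicates, with the 5- and 10-dpi libraries of a tissue combined, by edgeR's quasi-likelihood test with TMM normalization and a Benjamini-Hochberg adjusted p threshold of 0.05. With 2 libraries per tissue the test has 2 residual degrees of freedom. The paper instead combined the raw counts of both time points and divided them into 3 replicates. In the phloem-like cluster 276 of 4186 genes differed, 156 higher and 120 lower in galls. In cluster 14, 176 of 7214 genes differed, 77 higher and 99 lower. In the endodermis-like cluster 3 of 1898 genes differed, all higher. In the xylem-like cluster none of 4593 genes passed, although 403 had an unadjusted p under 0.05, and DESeq2 found 11. On simulated counts with 200 genes changed 4-fold, the test recovered 36.5% of them in the xylem-like, 56.5% in the phloem-like and 62.5% in the endodermis-like cluster, and 67% in cluster 14. The counts depended on single libraries. Without the 5-dpi NRC, edgeR called 0 genes in the phloem-like cluster, where 910 had an unadjusted p under 0.05 and DESeq2 was not run, 194 in the xylem-like and 47 in the endodermis-like cluster, and 1130 in cluster 14. Without the 5-dpi galls it called 146 in the phloem-like and 14 in the xylem-like cluster, and 100 in cluster 14. Without the 10-dpi NRC 61 passed in the xylem-like and 29 in the endodermis-like cluster. Without the 10-dpi galls 23 passed in the xylem-like cluster and 356 in cluster 14. In the endodermis-like cluster 0 passed without either gall library, with 91 and 92 at an unadjusted p under 0.05. With the time point as a block, edgeR called 1461 genes in cluster 14, 665 higher and 796 lower, and 3918 over all nuclei. From its own counts the paper proposes that these cells underwent extensive transcriptome programming.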

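In the phloem-like cluster, the genes with the largest change in the same direction at both time points had 0 counts in both NRC libraries. Measured against 3 counts over both NRC libraries, Solyc04g007750 (Sn-1 protein) was at least 35.4-fold higher in galls (adjusted p = 3.8e-05), Solyc12g088220 (SlBCAT1) at least 23.5-fold (adjusted p = 0.000212) and Solyc05g052280 at least 19.3-fold (adjusted p = 0.000195). Each lost its call without the 5-dpi NRC, where the adjusted p was 0.224, 0.242 and 0.224, the highest over the alternatives. In the endodermis-like cluster, Solyc07g007760 was at least 10.8-fold and Solyc09g009580 at least 9.96-fold higher (adjusted p = 0.044 for both), and Solyc06g073580 (1-aminocyclopropane-1-carboxylate oxidase1) had a log2 fold change of 3.39 (standard error 0.53, adjusted p = 0.044). These 3 kept their calls in 7 of 16 alternatives, and lost them among others without either gall library. Over all nuclei Solyc06g073580 was higher in galls as well, with 0.108% and 0.215% of the UMIs at 5 and 10 dpi. In NRC it took 0.00985% and 0.00538%. Its rise was thus not confined to the endodermis-like cluster, where free RNA was not examined. In cluster 14, Solyc11g018500 was at least 8.73-fold higher (adjusted p = 0.0272). With clusters from total-count scaling its log2 fold change was 2.71, less than that bound. It kept its call in 11 of 12 alternatives and lost it with DESeq2, which gave no adjusted p, and it has no value without the 5-dpi galls. Solyc06g053520 (Spermidine synthase) had 288 UMIs in galls and 2 in NRC, a ratio of 61.8 (17.0 to 513) and a log2 fold change of 5.96 (standard error 0.62, adjusted p = 0.00259). Solyc05g052280 had 120 and 1, a ratio of 51.5 (9.07 to 2051) and a log2 fold change of 5.60 (standard error 0.81, adjusted p = 0.0149). All of these genes were higher in galls at 5 and at 10 dpi. The names are those of the paper's supplementary tables.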

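Of the genes that differed in the rebuilt clusters, 226 passed the threshold in the phloem-like cluster alone, 126 in cluster 14 alone and 1 in the endodermis-like cluster alone. The phloem-like cluster and cluster 14 shared 50 genes changed in the same direction, 37 of them higher in galls. A gene that passed in 1 cluster only is not shown to differ between clusters, and that difference was not tested.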

After eliminating genes that were similarly up- or downregulated in more than one cell type, 2730, 3930, 1933, 1108, and 956 genes were identified as nematode-specific responsive genes in xylem, phloem, stele, endodermal, and protophloem cells, respectively (Fig. 6f, g and Tables S11–S15). GO term analysis revealed that xylem, phloem, and stele cells were enriched in genes involved in primary metabolic processes and cellular response to stimulus (Fig. 6h). Genes involved in RNA metabolism (processing, methylation, splicing, and degradation), post-transcriptional regulation of gene expression, and chromatin remodeling were specifically enriched in the gall phloem cells (Fig. 6h). Genes involved in metabolic processes of macromolecule and nucleic acid were significantly enriched in xylem cells. Genes related to vesicle-mediated transport and cell communication were enriched in the stele cells. These findings suggest that the diverse cell populations surrounding giant cells are transcriptionally reprogrammed and actively participate in the biological processes and molecular functions necessary to maintain giant cells as functional feeding structures.

**Figure 6:**
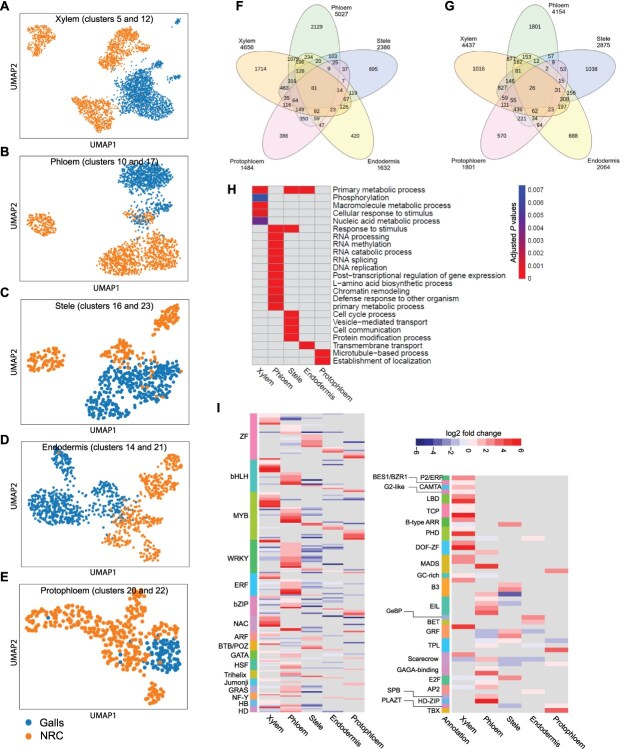
Cell type-specific response to *M. incognita* infection. (a–e) Visualization of gall (blue) and control cells (orange) within xylem (a), phloem (b), stele (c), endodermis (d), and protophloem (e) clusters via UMAP plots. Note that within each of these five cell types, gall and control cells exhibited distinct separation, and therefore used for differential gene expression analysis. (f, g) Venn diagrams showing numbers of unique and overlapping genes among upregulated (f) and downregulated (g) genes identified in xylem, phloem, stele, endodermal, and protophloem cells in response to *M. incognita* infection. Gene lists were provided in Tables S6–S10. (h) GO enrichment analysis of nonoverlapping nematode-responsive genes identified in xylem, phloem, stele, endodermal, and protophloem cells upon *M. incognita* infection. Analysis was conducted as described in Fig. 4. Gene lists were provided in Tables S11–S15. (i) Heatmap displaying nonoverlapping expression profiles of 264 transcription factors across xylem, phloem, stele, endoderm, and protophloem cells. Fold change values of these transcription factors across various cell types were provided in Table S16.

To gain insights into gene regulatory programs that govern plant cell type-specific responses to nematode infection, we identified upregulated transcription factors among the nematode-specific responsive genes determined in each of these five cell types. A total of 264 cell type specifically expressed transcription factors were identified with the majority being detected in phloem (104) and xylem (86) cells (Fig. 6i and Table S16). More than half of these regulatory factors belong to the ZF, bZIP, bHLH, MYB, WRKY, and ERF families (Fig. 6i and Table S16), suggesting key roles of these family members in regulating cellular-specific responses to nematode infection. Interestingly, members of certain families appeared to exhibit cell type-specific expression in response to nematode infection. For example, all members of the TCP were specifically upregulated in xylem cells, whereas members of the GAGA-binding, GRAS, and EIN3 families were specifically expressed in phloem cells (Fig. 6i). Members of large gene families such as WRKY and ERF exhibited preferential expression in phloem cells. Single members of the GeBP and BET families were uniquely expressed in endodermal cells (Fig. 6i). Similarly, single members of the PLATZ and TBX were exclusively expressed in protophloem cells in response to nematode infection (Fig. 6i).

## Discussion

In this study, we show that snRNA-seq provides an unparalleled toolset for investigating the transcriptome of galls induced by *M. incognita* on tomato roots by offering high-sensitivity, cell-specific resolution, and the ability to predict the developmental trajectories of giant cells. Using giant cell marker genes, we identified three stele clusters (clusters 16, 25, and 26) that captured young and more differentiated giant cells. Gene expression analysis revealed that 772 genes were specifically expressed in these clusters, designating them as giant cell specifically expressed genes. 

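The cyclin, kinesin-like and TPX2 genes were compared across the rebuilt clusters. The TPX2 genes reached 1589 CPM (1521 to 1658) in cluster 14, and the next highest level was 152 CPM (142 to 163), in cluster 8. The B-type cyclin genes reached 2233 CPM (2153 to 2316) in cluster 14 and 374 CPM (357 to 391) in cluster 8. The kinesin-like genes reached 7076 CPM (6932 to 7221) in cluster 14, and next 1274 CPM (1245 to 1303) in cluster 4. Each of the 5, 6 and 21 genes had its highest CPM in cluster 14.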

Notably, several genes encoding cyclins, kinesin-like proteins, and TPX2 were the most active in clusters 16 and 26. The high activity of these genes reflects the extraordinary requirements for cell cycle regulation, cytoskeletal remodeling, and spindle assembly in young giant cells as they transition into highly specialized and enlarged feeding cells. GO term analysis of specifically expressed genes in clusters 16 and 26, revealed significant enrichment for mitotic cell cycle and related processes. This finding further supports the notion that clusters 16 and 26 captured young giant cells, considering the well-established roles of these cellular processes in giant cell formation [37–39].

Once giant cells transit to mature and fully functional feeding cells, they acquire new functions and specialized characteristics to meet the demands of their role as nutrient sources for parasitic nematodes [8, 39, 40]. Our data provided insights into these characteristics and revealed significant enrichment for genes involved in various metabolic pathways, cellular communication, and vesicle-mediated transport among the specifically expressed genes in cluster 25, which appears to capture more differentiated giant cells. Among this gene list, we found the expression of specific membrane transporters for sugars, polyamines, ions, and nutrients to be highly upregulated, supporting the potential critical roles of these transporters in fulfilling the heightened nutrient demands of giant cells to support nematode development and maturation.

Cellular communication and vesicle-mediated transport appear to play key roles in giant cell function. This is supported by upregulation of several genes governing vesicle formation, trafficking, docking, and fusion such as those coding for exocyst complex components, myosins, vacuolar and vesicle-associated proteins, NSF attachment proteins, reticulon-like protein, alpha-taxilin, ARF guanine-nucleotide exchange factors, clathrin interactors EPSIN 1 and EPSIN 2, and AP-1 complex subunits gamma-1, mu-1, and epsilon, among others [41, 42]. Notably, several genes involved in cellular differentiation and enlargement were specifically expressed in cluster 25, including several expansins, which control cell growth and expansion, homologs of BLISTER, which prevent premature differentiation [43], a regulatory-associated protein of TOR 1, which stimulates cell growth [44, 45], an OVATE family protein, which controls multiple aspects of plant growth and development [46], and a STRUBBELIG-receptor, which controls cell morphogenesis and organ development [47, 48]. This finding suggests that cellular differentiation and growth are tightly controlled in fully developed giant cells to maintain integrity and function over the extend time of nematode feeding.

Our results suggest that pseudotime analysis accurately captured the sequential progression of the biological processes associated with giant cell differentiation and development. Consistent with the fundamental roles of mitotic cell cycle and related processes in early stages of giant cell formation [38, 39], genes involved in these processes exhibited high expression during early pseudotime (cluster A in Fig. 4). In contrast, genes involved in cellular processes associated with more differentiated giant cells such as metabolism, vesicle trafficking, and transport [8, 49–52] were highly expressed during late pseudotime (clusters B, C, and D).

Consistent with the role of epigenetic mechanisms in nematode parasitism [16], genes involved in various aspects of epigenetic modifications showed peak activity during early, intermediate, or late pseudotime, suggesting their involvement in regulating giant cell differentiation and phase transition. Gene annotations suggest that DNA hypomethylation may facilitate the priming of infected cells for differentiation, while histone deacetylation drives transcriptional changes essential for differentiation, and histone methylation, along with chromatin remodeling, contributes to stabilizing the differentiated state. Cell fate trajectories analysis also revealed that giant cell differentiation is regulated by a dynamic activation of transcription factors, with early-stage factors from the MYB, WRKY, ARF, and ERF families, giving way to increasing complexity involving more regulators from the bHLH, homeobox, ZF, and NAC domain families as differentiation progresses. Our data showing that silencing members of the MYB, ZF, and NAC domain families significantly increased plant resistance (Fig. 5) further support their crucial roles in promoting plant susceptibility. It would be interesting to determine the functional redundancy or specificity of these factors and how interactions among them regulate giant cell differentiation and transition from early stage to late stage of development.

The transcriptomes of various cell types surrounding giant cells altered substantially with approximately two-thirds of DEGs being shared between at least two cell types (Fig. 6f and g). These shared programs may facilitate coordinated cellular responses, including immune signaling, structural support, and metabolic adjustments, which are critical for supporting giant cell functions. Similarly, various cell types of germinating seeds have been shown to exhibit shared transcriptional programs [27]. The specific transcriptional programs of xylem, phloem, stele, endodermal, and protophloem cells surrounding giant cells involve a total of 9557 genes, and support specialized functions such as metabolic processes of macromolecule, RNA processing, post-transcriptional gene regulation, vesicle-mediated transport, and defense responses, all of which play critical roles in establishing the compatibility of plant–nematode interactions [39, 52–55]. A set of 264 cell type specifically activated transcription factors were predicted to regulate cell type-specific gene expression with members of the ZF, bZIP, bHLH, and MYB, WRKY, and ERF families appeared to play key regulatory roles in this specificity. Members of these families were recently reported to drive cell type-specific functions [24, 56, 57].

Interestingly, our snRNA-seq analysis detected roughly one-third and half of DEGs identified by bulk RNA-seq experiments using tomato whole-infected roots [6] or gall tissues [7], respectively. This high overlap not only demonstrates the technical robustness of our nuclei-isolation and library-preparation workflow but also confirms that nuclear transcriptomes faithfully reflect key biological signals. By capturing such a broad set of gene expression changes, snRNA-seq substantially expands our capacity to detect distinct and even rare cell states, an advantage that becomes critical when whole giant cell isolation is technically challenging or simply infeasible.

In conclusion, our analysis resulted in the identification of specifically expressed modules in giant cells, enabling the prediction of their developmental trajectories and the associated biological processes, and hence better understanding of giant cell ontogeny. The identified 772 giant cell specifically expressed genes provide genuine targets for engineering resistance by enhancing plant defenses, disrupting feeding site formation, and preventing successful parasitism. Assessing promoter activity of a few of these genes pointed to specific inducibility in giant cells (Fig. 2). Discovering highly specific nematode-inducible promoters may guide future engineering of resistant tomato cultivars. For example, these promoters would enable targeted activation of immunity genes upon nematode infection, offering an innovative solution to a persistent agricultural problem. Additionally, a large set of genes preferentially expressed in specific cell types of nematode-induced galls were identified, providing a valuable resource for refining models of tissue organization and cellular specialization.

## Materials and methods

### Plant materials and growth condition

All experiments described in this study were conducted using the nematode-susceptible tomato (*Solanum lycopersicum*) cultivar Heinz 1706. The plants were cultivated in controlled growth chambers maintained at 26°C with a 16-h light and 8-h dark photoperiod, and 65% humidity.

### Nematode inoculation and sample collection

Nematode inoculation and tissue collection were performed as previously described [7]*.* In brief, 2-week-old tomato seedlings, growing in a sterilized mixture of sand and topsoil, were inoculated with ~250 second-stage juveniles of *M. incognita* per seedling. Inoculated seedlings were maintained at the same growth conditions described above*.* Galls, at the swellings ends, and NRC were dissected and collected at 5 and 10 dpi. At each time point, ~500 galls and an equal number of neighboring regions were collected from at least 96 plants, ensuring robust coverage of biological variability. Collected tissues were used for nuclei isolation and snRNA-seq library construction.

### Nuclei isolation, snRNA-seq library construction, and sequencing

Frozen tissue samples from tomato galls and NRC were transferred to SeqMatic LLC (Fremont, CA, USA) in dry ice for nuclei isolation, library preparation, and sequencing. Frozen tissue was carefully transferred to a gentleMACS M tube that was filled with 5 ml of Honda buffer (2.5% Ficoll 400, 5% Dextran T40, 0.4 M sucrose, 10 mM MgCl2, 1 μM DTT, 0.5% Triton X-100, 1 tablet/50 ml cOmplete Protease Inhibitor Cocktail (Roche), 0.4 U μl − 1, Protector RNase Inhibitor (Sigma-Aldrich), 25 mM Tris–HCl, pH 7.4). This buffer composition enables efficient lysis of cell membranes while keeping the nuclear membranes intact. The M tubes were placed onto a gentleMACS Dissociator, where a specific program was executed at 4°C to disrupt the tissue and release the nuclei. The resulting suspension was filtered through a 70-μm strainer and centrifuged at 700 g for 10 min at 4°C. Finally, the pellet was resuspended carefully in 500 μl Honda buffer and filtered through a 30-μm strainer. Nuclei suspensions were loaded on the Chromium X with a targeted cell recovery of 10 000 nuclei. The 30-μm strainers were washed with Honda buffer to determine whether large nuclei from giant cells had been trapped and excluded during filtration. No nuclei were detected in the washing buffer, indicating that the filtration process retained nuclei from all cell types, including giant cells.

snRNA-seq libraries were generated using the Chromium Next GEM Single Cell 3′ Kit v3.1 following the manufacturer protocol (Manual part CG000315, Rev E; 10x Genomics). Library quality was validated using an Agilent TapeStation 4200 (High Sensitivity D1000 ScreenTape to evaluate library composition and size). Preliminary spike-in sequencing was performed, and samples were pooled to equal read counts. Final library concentration was confirmed using qPCR on a Roche LightCycler 96.

The constructed libraries were sequenced on the NovaSeq X Plus with the following read lengths: read 1: 151 bp, index 1: 10 bp, index 2: 10 bp, read 2: 151 bp. Base masking was used to trim all samples to 28 bp in read 1 and 90 bp in read 2. The constructed libraries were sequenced on one lane of a NovaSeq X 10B 300 flow cell.

### Preprocessing of raw snRNA-seq data

The raw snRNA-seq data was analyzed using Cell Ranger 7.2.0 (https://www.10xgenomics.com/support/software/cell-ranger/downloads). Tomato (*S. lycopersicum*) reference genome version (SL3.0) and the annotation files of were downloaded from the Ensemble Plants database (http://plants.ensembl.org/Solanum_lycopersicum/Info/Index). The analysis achieved an average mapping efficiency of 82% and a sequencing saturation of 80% (Table S1). For the subsequent analysis, we used the gene–cell matrix files, produced by Cell Ranger, which contains raw transcript counts of each gene for every individual cell in a single-cell RNA sequencing sample.

### Quality control, data integration, clustering, and annotation

Ribosomal transcripts were excluded, and low-quality cells with <200 detected genes, along with genes detected in <20 cells, were filtered out using the Scanpy package [58]. Potential doublets in each snRNA-seq dataset were identified and removed using DoubletFinder (v.2.0.2) [59]. Ambient mRNA was also removed using SoupX (v1.5.0) [60]. The read counts were then normalized using Scran’s pooling-based size factor estimation method [61], and highly deviant genes (genes exhibiting significantly variable expression profiles across cells within a sample) were calculated using the R package scry [62]. Principal component analysis (PCA) analysis was performed using Scanpy package and visualization with nonlinear dimensionality reduction algorithms, t-SNE, and UMAP was conducted subsequently. To perform clustering, data files for each of the four samples were integrated using the HarmonyPy package (https://github.com/slowkow/harmonypy). The UMAP plot was generated, and the Leiden algorithm was used to cluster the cells with the resolution parameter set to 1.5. Previously validated tomato cell type-specific marker genes [63] and conserved orthologous of known Arabidopsis cell type marker genes [64–67] were used to manually allocate each cell cluster to a specific cell type. Tomato orthologous of known Arabidopsis cell type marker genes were identified using the Ensembl Biomart Plant database (https://plants.ensembl.org/info/data/biomart/index.html). All cell type marker genes used to annotate the clusters are provided in Table S2.

Cluster-specific DEGs for each cluster were identified using scanpy.tl.filter_rank_genes_groups function (min_in_group_fraction and max_out_group_fraction were set to 0.2). GO enrichment analysis for cluster specific DEGs in each cluster were conducted using PANTHER (version 19.0) with corrected *P*-values <0.01 for significance.

### Pseudotime analysis

To predict the developmental trajectories of giant cells, we conducted Palantir pseudotime analysis using the five clusters belonging to the stele/xylem cell populations (clusters 15, 16, 23, 25, and 26). Cells belonging to the control treatments were excluded from these clusters. Preprocessing steps such as normalization, selection of highly variable genes, and PCA were conducted on the raw counts obtained from the previous step, as described earlier. After data preprocessing, diffusion maps analysis and MAGIC imputation were performed using Palantir package (v.1.3.3) [68]. Based on the G1 cell cycle marker genes [7] and the appropriate coordinate position in t-SNE map, a start- and a terminal-state cell were selected. Then, cells were organized along pseudotime and branch probabilities were calculated using Palantir package. The visualization of gene expression along pseudotime on UMAP was performed using the Scanpy package. To illustrate the trajectories, the UMAP coordinates of cells specific to each branch across pseudotime were interpolated and plotted using the plot_trajectory function from the Palantir package.

To determine gene expression patterns of giant cell specifically expressed genes along the pseudotime, a dataframe of gene trends for the 772 genes was extracted. These data were then used to generate a clustermap with the Seaborn package [69], applying hierarchical clustering using the complete linkage method and Euclidean distance metric. Expression patterns of genes associated with certain molecular functions along different branches were visualized on heatmaps using the plot_gene_trend_heatmaps function from the Palantir package. Generation of other plots were conducted using various R packages, such as pheatmap, ggplot2, and RColorBrewer [70–72].

### Identify cell type-specific differentially expressed genes in response to nematode infection

Two cell type-specific clusters for xylem (5 and 12), phloem (10 and 17), stele (13 and 23), endodermis (14 and 21), and protophloem (0 and 22) were selected to identify DEGs in response to nematode infection in a cell type-specific manner. These 10 clusters were selected because they contained a high number of cells from both gall and control samples. For each of these five cell types, raw counts from both time points and both clusters were combined and then divided into three replicates using the NumPy package as previously described [73, 74]. Differential gene expression analysis was performed for each cell type using the pyDESeq2 package [75] by comparing xylem, phloem, stele, endodermal, and protophloem cells from galls with their corresponding cell types in control samples within each cluster. Functional annotations of DEGs were conducted using the tomato gene model (ITAG3.0) from the Solgenomics database (https://solgenomics.net/ftp/tomato_genome/).

### Promoter activity in galls and giant cells using transgenic hairy roots

The promoter sequences of *Solyc03g115150*, *Solyc11g005090*, *Solyc11g069470*, and *Solyc03g093260* (~2000 bp upstream of the translation start codon ATG) were amplified from the genomic DNA of the tomato cultivar Heinz using PCR. The amplified fragments were then cloned upstream of the GUS gene in a binary vector using restriction enzymes. The binary vector contains green fluorescent protein (GFP)-selectable marker to facilitate the identification of transgenic hairy roots. The binary plasmids were confirmed by sequencing and then transformed into *Agrobacterium rhizogenes* strain K599 and used to generate composite plants with transgenic hairy roots as previously described [7]. Composite plants with GFP-positive roots were then inoculated with ~400 second-stage juveniles of *M. incognita*. Histochemical GUS activity of inoculated and noninoculated roots was determined at 5, 10, and 15 dpi.

### Genes silencing using tobacco rattle virus-based VIGS

The TRV-derived vectors TRV1 and TRV2 were used to silence four DEGs (*Solyc04g056310*, *Solyc10g080200*, *Solyc05g021090*, and *Solyc03g119220*) following the method recently described [76]. About 300 bp highly specific to each gene was synthesized and inserted into the pTRV2 vector at multiple cloning sites using restriction enzymes. The pTRV2 vectors with target gene fragments and the pTRV1 vector were separately transformed into *Agrobacterium tumefaciens* strain LBA4404 using the heat shock method. The *Agrobacterium* cultures were grown at 28°C in the dark for 16 h, adjusted to an optical density of 1.0, and suspended in an inoculation buffer containing 150 μM acetosyringone. Cultures containing pTRV1 and the constructed pTRV2 plasmids were mixed at a 1:1 ratio and used to vacuum-infiltrate the roots of 7-day-old tomato seedlings (cv. Heinz 1706). *Agrobacterium* cultures containing pTRV1 and the empty pTRV2 vectors were used as a control treatment. The seedlings were vacuum-infiltrated three times each for 90 s. After 14 days, gene silencing levels were assessed using RT-qPCR, and the seedlings were planted in a mixture of sterilized sand and soil, and then inoculated with ~400 second-stage *M. incognita* juveniles per seedling. Five weeks after nematode inoculation, the number of galls, egg masses, and eggs per gram of root tissues was counted. Statistically significant differences between silenced and control plants were determined using analysis of variance (ANOVA) (*P* < 0.05).

## Supplementary Material

Web_Material_uhaf223

## Data Availability

snRNA-seq data were submitted to the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE289841.

# Supplementary material for: Single-nucleus RNA-sequencing reveals the cellular programs driving nematode-induced giant cell formation in tomato
**Source:** Hortic Res. 2025 Aug 22;12(11):uhaf223. doi: 10.1093/hr/uhaf223
**Supplement:** Web_Material_uhaf223

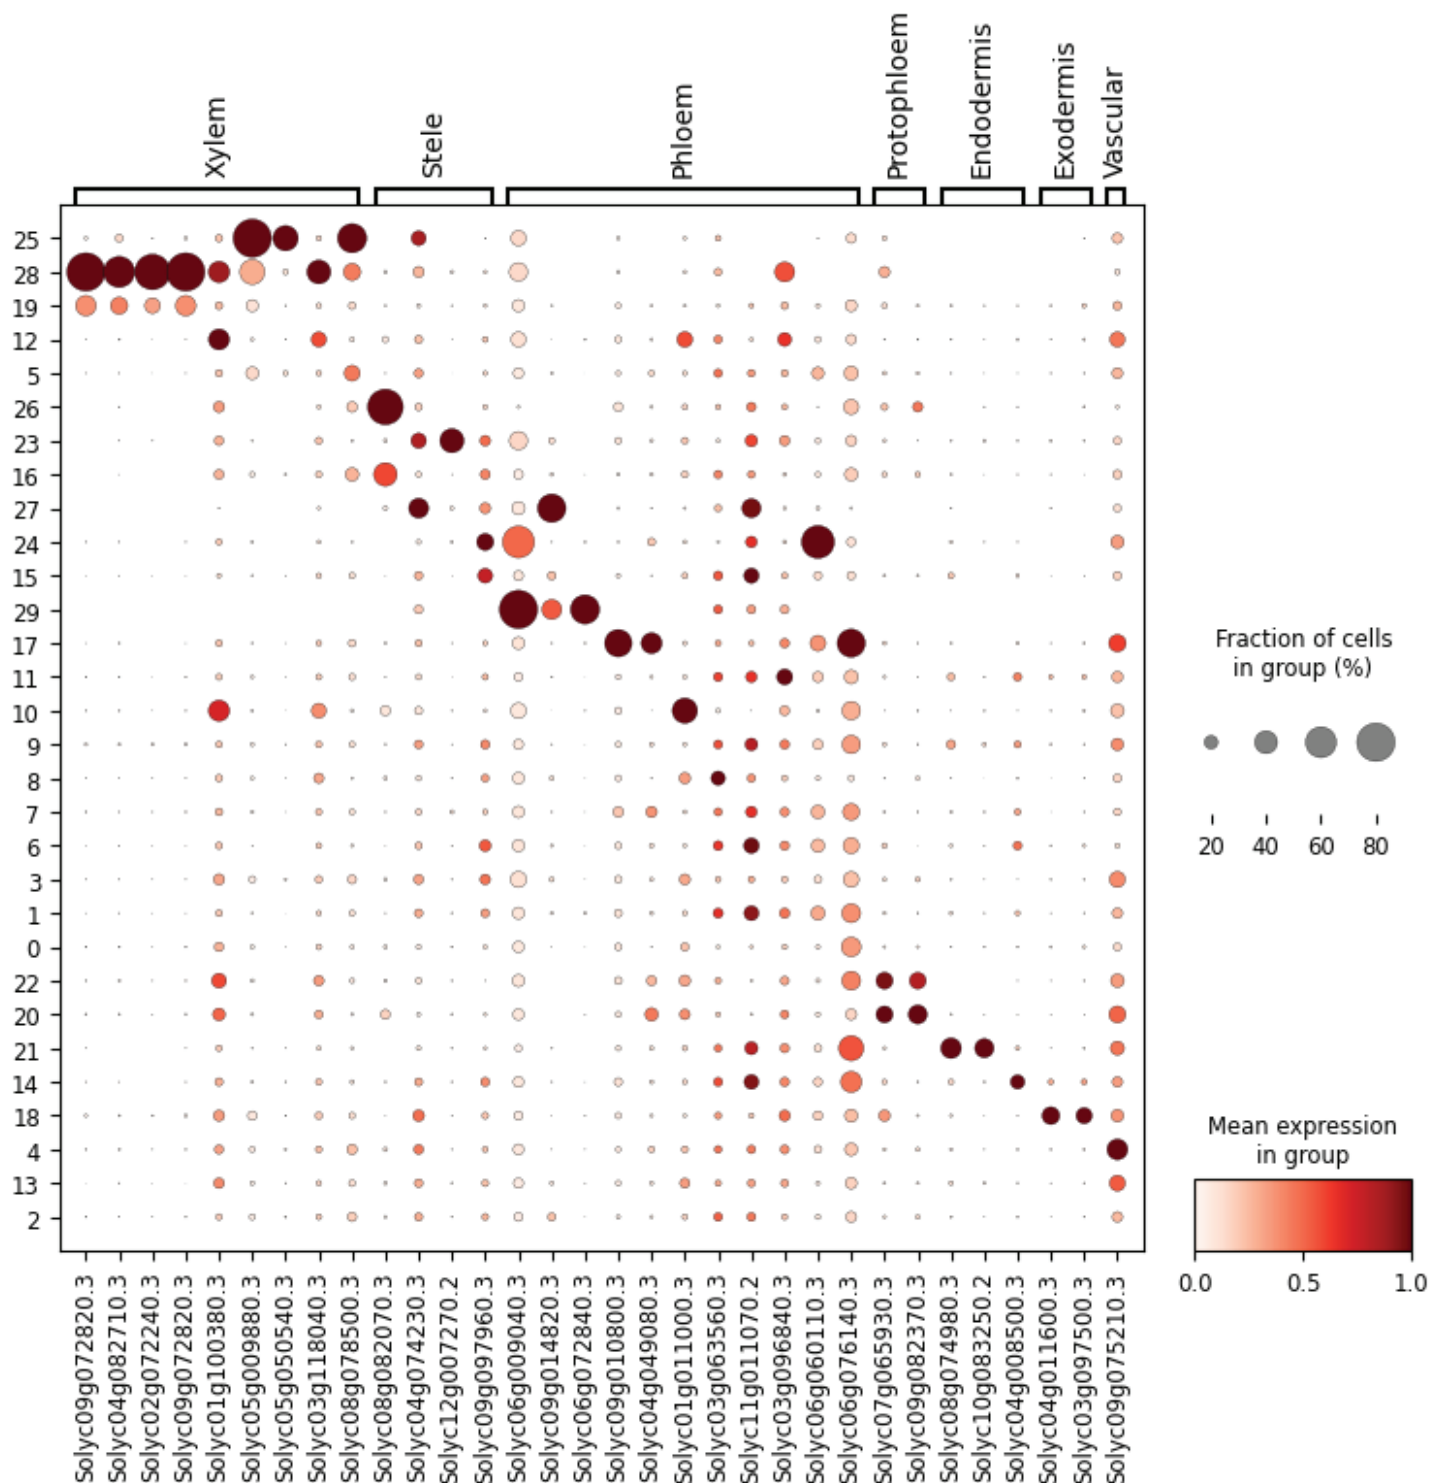

**Supplementary Figure 1: Dot plot showing expression of top marker genes for various cell types across all clusters.**

Dot diameter indicates the percentage of cells expressing a given marker gene in the indicated cluster. The color bar on the right indicates relative gene expression. The full list of cell-type marker genes is provided in Supplementary Table 2.

# Supplementary material for: Single-nucleus RNA-sequencing reveals the cellular programs driving nematode-induced giant cell formation in tomato
**Source:** Hortic Res. 2025 Aug 22;12(11):uhaf223. doi: 10.1093/hr/uhaf223
**Supplement:** Web_Material_uhaf223

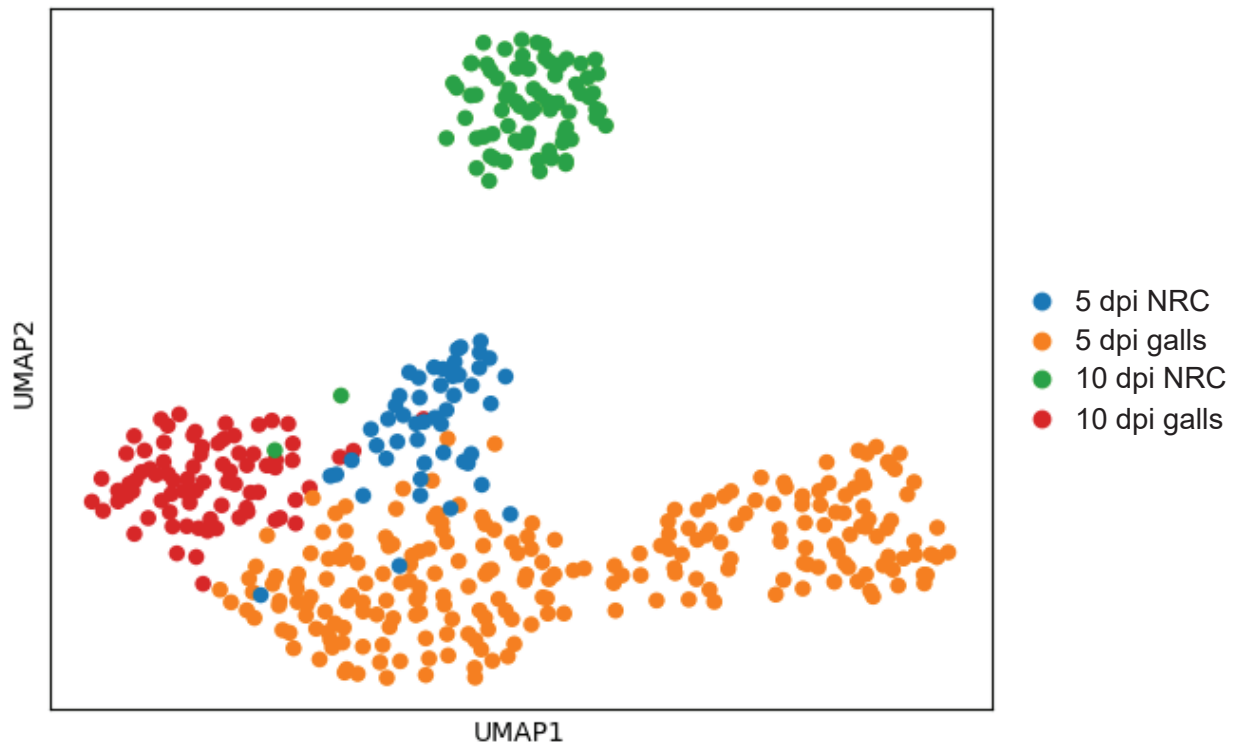

**Supplementary Figure 2: Subclustering of cluster 16 showing that gall-derived and NRC-derived nuclei are separated into four distinct subclusters.**

Subclustering was performed using Leiden clustering based on gene expression profiles.

# Supplementary material for: Single-nucleus RNA-sequencing reveals the cellular programs driving nematode-induced giant cell formation in tomato
**Source:** Hortic Res. 2025 Aug 22;12(11):uhaf223. doi: 10.1093/hr/uhaf223
**Supplement:** Web_Material_uhaf223

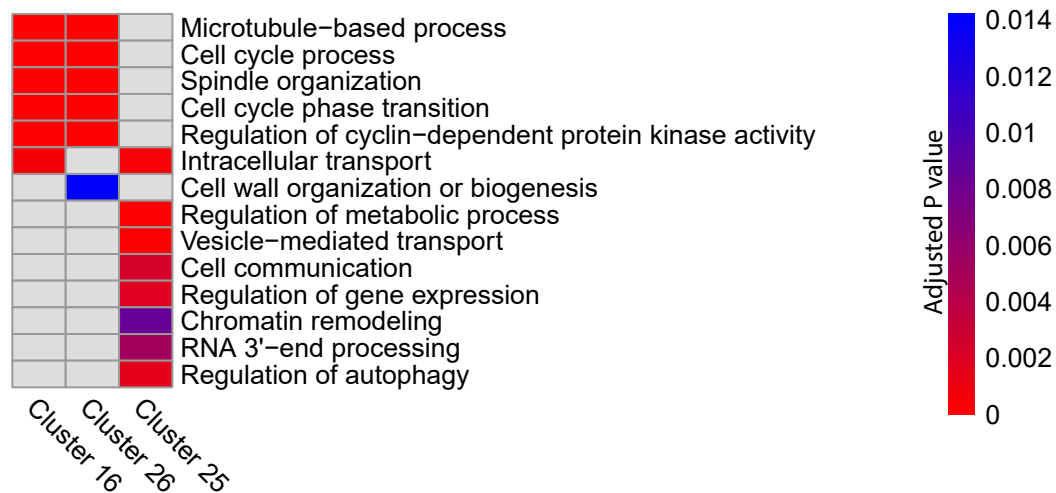

**Supplementary Figure 3: Gene Ontology (GO) enrichment analysis of genes uniquely expressed in clusters 16, 25, and 26.**

The color bar on the right represents the adjusted P value of significantly enriched terms. GO term enrichment analysis was conducted using PANTHER version 19.0, applying Fisher's exact test with Bonferroni correction for multiple testing. A significance threshold of  $P < 0.01$  was used.

# Supplementary material for: Single-nucleus RNA-sequencing reveals the cellular programs driving nematode-induced giant cell formation in tomato
**Source:** Hortic Res. 2025 Aug 22;12(11):uhaf223. doi: 10.1093/hr/uhaf223
**Supplement:** Web_Material_uhaf223

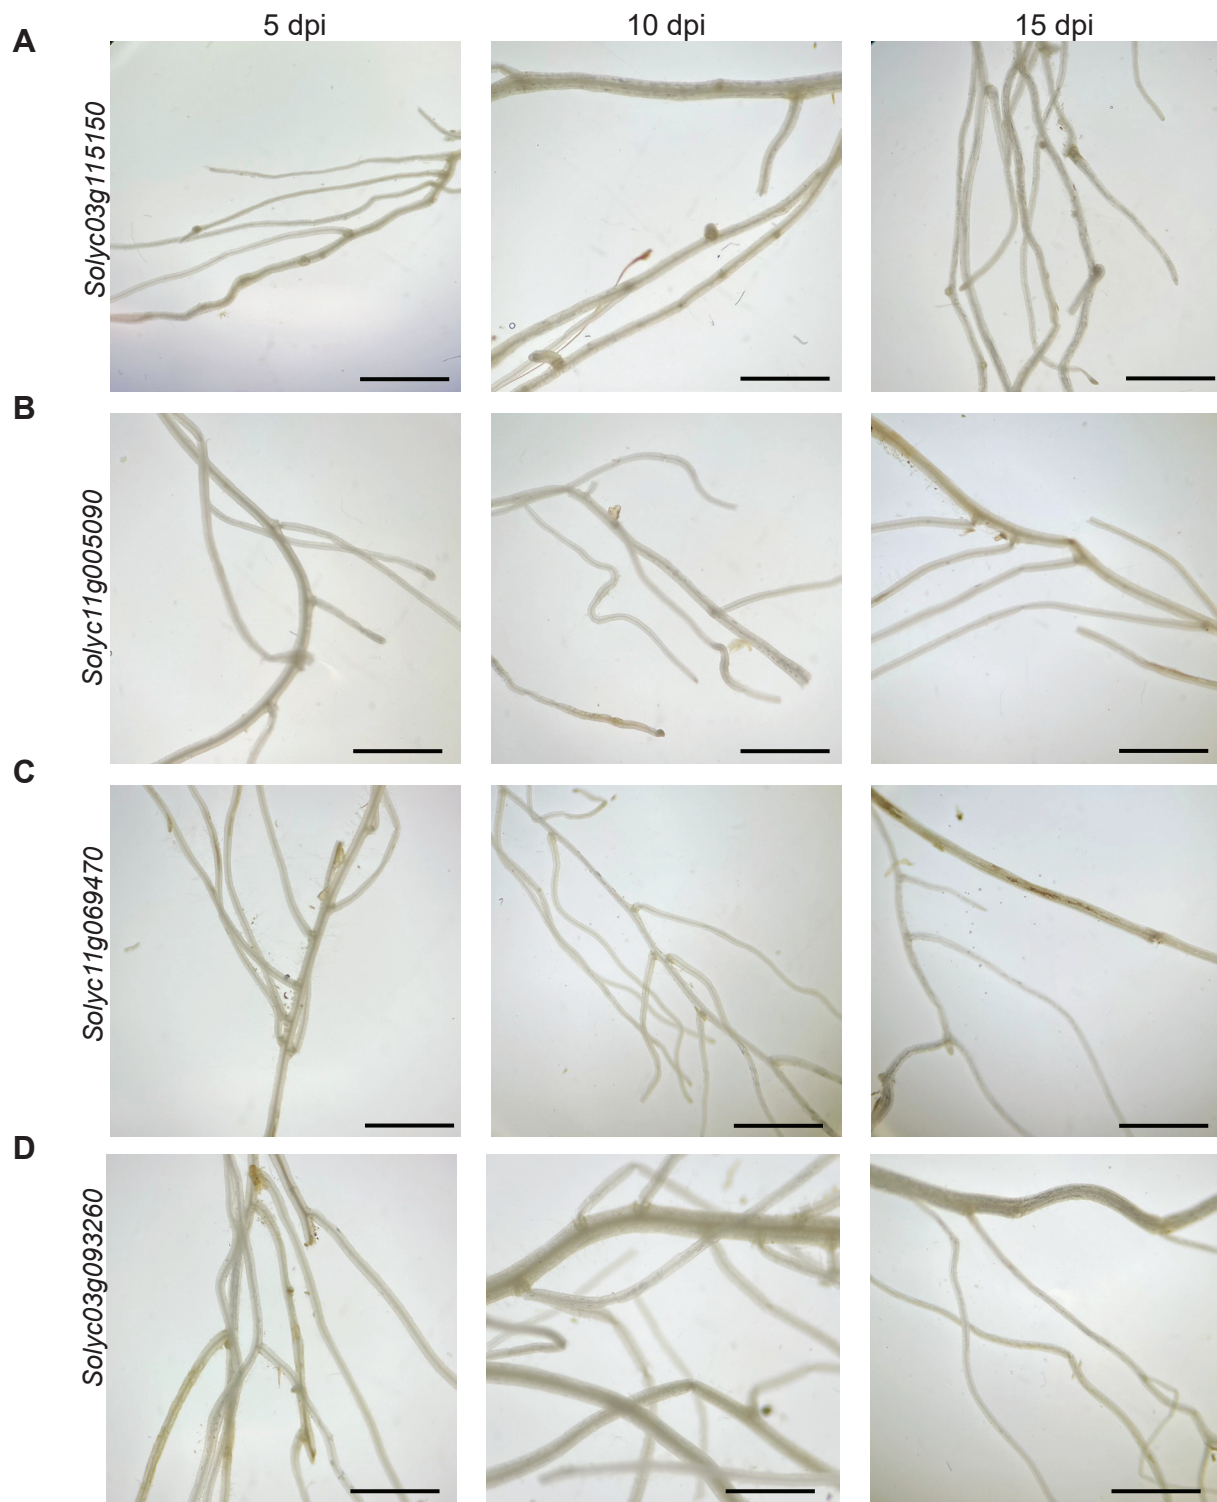

**Supplementary Figure 4: Promoter activity of four giant cell-specifically expressed genes in transgenic roots under non-infected conditions.**

Transgenic hairy roots expressing promoter:GUS constructs for *Solyc03g115150* (A), *Solyc11g005090* (B), *Solyc11g069470* (C), and *Solyc03g093260* (D) were identified using the GFP reporter gene and then subjected to GUS activity. No GUS staining was detected after 16 hours of incubation at 37 °C. Scale bars = 700 µm.

# Supplementary material for: Single-nucleus RNA-sequencing reveals the cellular programs driving nematode-induced giant cell formation in tomato
**Source:** Hortic Res. 2025 Aug 22;12(11):uhaf223. doi: 10.1093/hr/uhaf223
**Supplement:** Web_Material_uhaf223

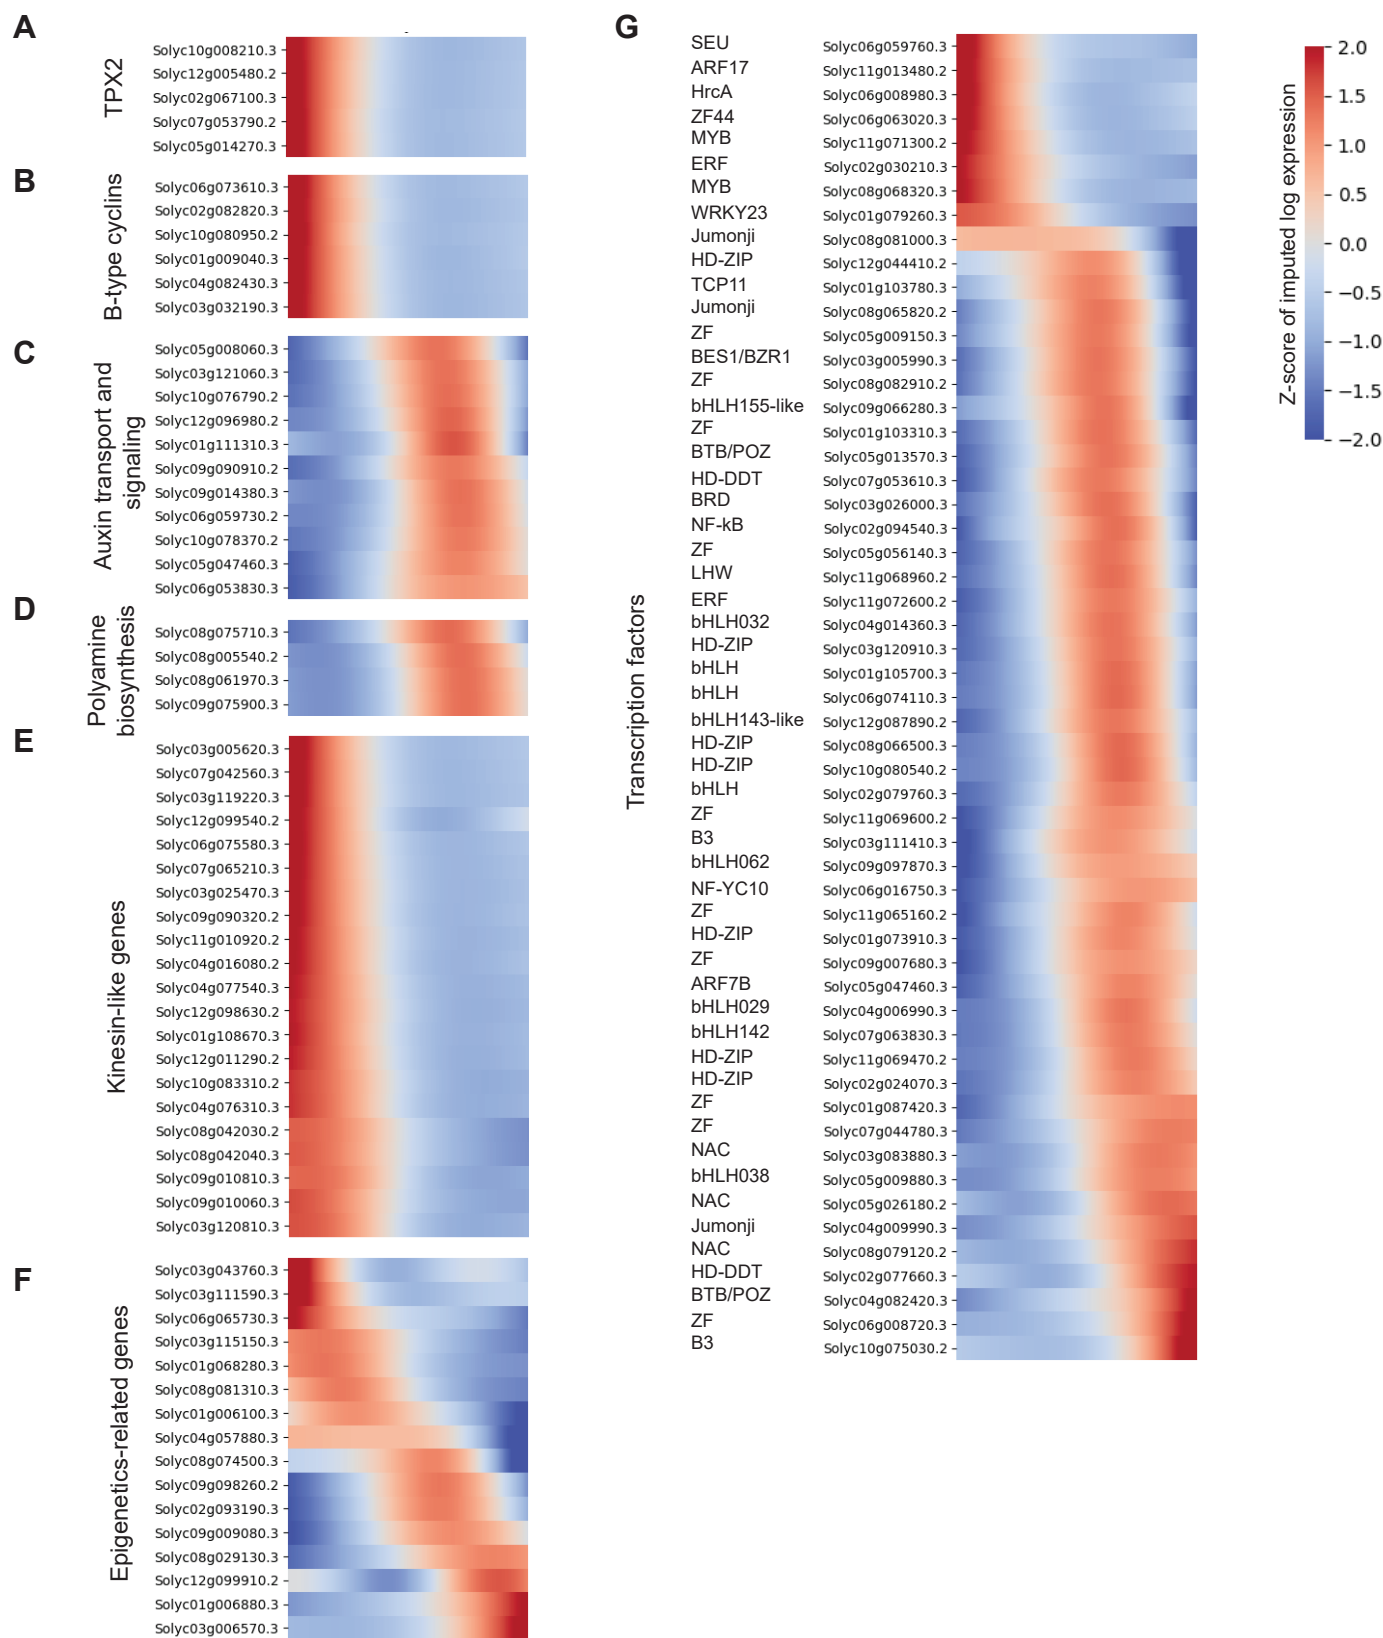

**Supplementary Figure 5: Heatmap illustrating the expression profiles of various giant cell-specifically expressed genes along pseudotime.**

**A-G**, Expression patterns of genes encoding TPX2 (**A**), B-type cyclins (**B**), auxin transport and signaling components (**C**), polyamine biosynthesis enzymes (**D**), kinesin-like proteins (**E**), epigenetic regulators (**F**), and transcription factors (**G**) across pseudotime.

# Supplementary material for: Single-nucleus RNA-sequencing reveals the cellular programs driving nematode-induced giant cell formation in tomato
**Source:** Hortic Res. 2025 Aug 22;12(11):uhaf223. doi: 10.1093/hr/uhaf223
**Supplement:** Web_Material_uhaf223

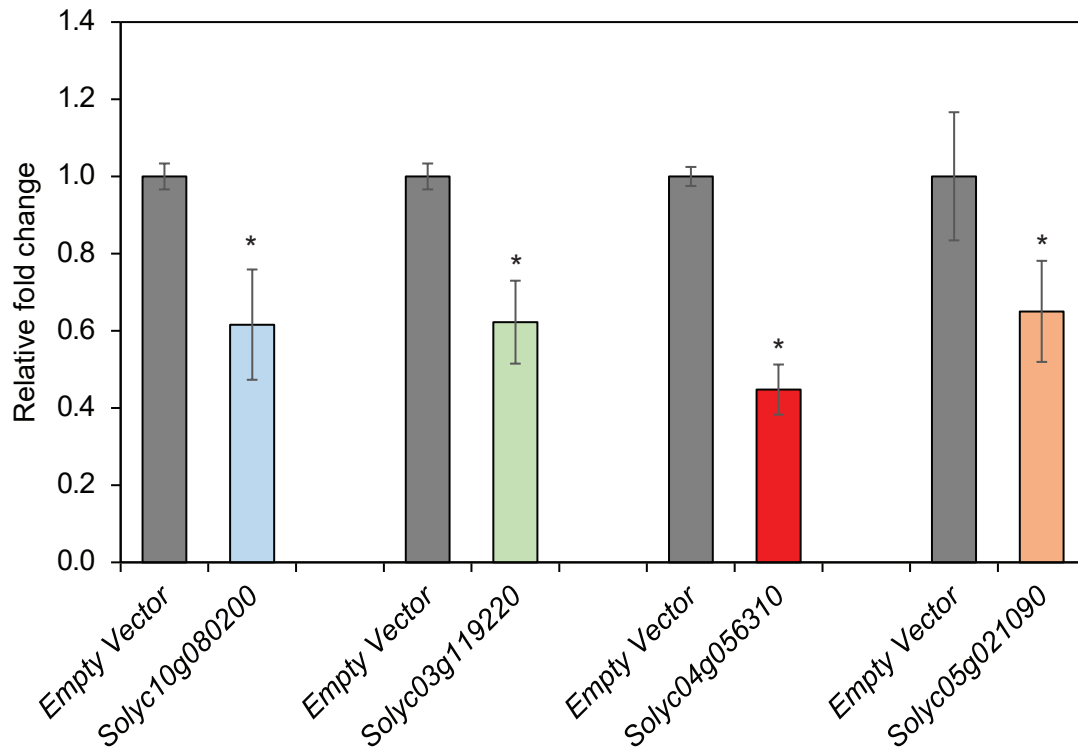

**Supplementary Figure 6: RT-qPCR analysis showing significant downregulation of *Solyc10g080200*, *Solyc03g119220*, *Solyc04g056310*, and *Solyc05g021090* in tomato plants (cv. Heinz 1706).**

Root tissues were collected at 12 days post-infiltration with *Agrobacterium* suspension cultures carrying pTRV1 and pTRV2 vectors targeting the respective genes. Bars represent the mean  $\pm$  standard error (SE) of three biological replicates, each with three technical replicates. Statistically significant differences between gene-silenced and control plants (infiltrated with pTRV1 and empty pTRV2 vectors) were determined using ANOVA ( $P < 0.05$ ) and are indicated by asterisks.

How the deposited data were processed for this re-analysis (not part of the article)

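Nuclei from galls and from gall neighboring root cells (NRC) of tomato seedlings were profiled at 5 and 10 days postinfection (dpi), with 1 library for each of the 4 conditions. Before they deposited the matrices, the authors aligned the reads to the tomato genome with Cell Ranger and counted UMIs per feature and called barcode, so the values are raw UMI counts. Filtering of nuclei, removal of doublets and of free RNA, normalization and clustering were not applied to the deposited counts. The identifiers are those of the deposited matrices. None was matched to the RefSeq gene table used here, so gene names come from the paper and its supplementary tables.

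Nuclei with at least 200 detected genes and genes found in at least 20 nuclei were kept. Scrublet, as implemented in scanpy 1.11.5, scored doublets, and in each library as many nuclei with the highest scores were removed as Table S1 lists as doublets. The paper used DoubletFinder for this step. SoupX was not applied here, since the matrices list called barcodes only. Of the 35825 features, 1167 with identifiers that start with ENSRNA were left out of the clustering, the CPM and the tests. The paper states that ribosomal transcripts were excluded, and the identifiers do not say which features those are. Size factors came from scran 1.30.0. The 4000 genes with the highest binomial deviance and 50 principal components were used, and libraries were integrated by an implementation of the Harmony method written for this purpose (theta 2, sigma 0.1, lambda 1, 100 clusters, at most 10 iterations). Clusters were found with leidenalg 0.10.2 at resolution 1.5 on 15 nearest neighbors. The deviance was also computed by code written for this purpose. Calculations were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and R 4.3.3.

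Cell types were assigned with the genes of Table S2, and counterparts of clusters 25 and 26 with those of Table S4, of which 1998 entries are used here and 24614 are not. Shares of nuclei have Clopper-Pearson and CPM exact Poisson intervals at the 95% level. Both cover counting error only. The CPM over thinned nuclei have normal intervals over nuclei. A count of 0 over a group was given the limit that 3 counts would set. Reads that members of a gene family share were not examined, and values of single tubulin, kinesin-like and cyclin genes are uncertain to that extent.

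Galls and NRC were compared with counts summed per library, over all nuclei and within rebuilt clusters, by the quasi-likelihood test of edgeR 4.0.16 with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The libraries of 5 and 10 dpi served as the 2 replicates of a tissue, which leaves 2 residual degrees of freedom. DESeq2 1.42.0 was the alternative tool. The paper combined the raw counts of both time points and divided them into 3 replicates for pyDESeq2, so that its replicates are not the libraries, as they are here. The tests were checked on simulated counts with 200 genes changed 4-fold. With 1 library per condition, no test was made between time points.

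Pseudotime was computed with scanpy's diffusion pseudotime, with 30 principal components and 10 diffusion components, in place of Palantir. Group levels are CPM in 5 bins along pseudotime.

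Genes were named by a rule set before the data were examined. It covers the 13 giant cell marker genes, the 4 genes with promoter lines, the 4 silenced genes, the 6 transcription factors of Fig. 4c, the groups of Fig. S5 and, in each gall against NRC test, the 3 genes with the largest absolute log2 fold change among those past the threshold and changed in the same direction at 5 and 10 dpi. The paper's tables had been read when this rule was set. The samples, the tests and most of the alternatives were also fixed at that point. Chosen after the data were seen were the exclusion of the ENSRNA features, the naming rule for clusters, the clusters used for pseudotime, the subclusters and the measure of separation between tissues.

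Alternatives covered the minimum of detected genes, the resolution, integration, the size factors, doublet removal, leaving the 772 genes of Table S5 out of the clustering, thinning of nuclei, the normalization, the test, the filter on low counts, a block for the time point, leaving out each library, and the settings of pseudotime. In all, 9 clusterings were run. Gene Ontology enrichment, the comparison with bulk transcriptomes, the promoter lines and the silencing experiments were not analysed here.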

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

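The tests of depth, cell types and single features for the ENSRNA features, that of reads from the nematode, those of cluster 8 and of thinned shares for 1 or 2 groups of cell cycle genes alone, and those of the CPM over thinned nuclei were chosen only after the results were seen.

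Features whose identifiers start with ENSRNA took 13.6% of the UMIs in 5-dpi NRC, 31.3% in 5-dpi galls, 7.32% in 10-dpi NRC and 24.2% in 10-dpi galls. The paper does not name these features. It states that ribosomal transcripts were excluded, and whether these are among them is not known here. Without the most abundant one the galls were still higher, by a ratio of at least 2.35 at both time points, so a single feature does not account for the difference. Nor does the depth of the nuclei, since the lowest ratio of galls to NRC over 5 classes of other UMIs per nucleus and both time points was 1.85. Another mix of cell types is not the whole cause, as the share was higher in galls at both time points in all 21 rebuilt clusters with at least 20 nuclei of every library. How much a different mix between these clusters, or within them, adds to the difference was not tested. Free RNA stays open. On log scales, ENSRNA UMIs rose with the other UMIs of a nucleus with a slope of 0.495 in 10-dpi galls and 0.455 in 5-dpi galls, between the slope under 0.3 set beforehand for free RNA and the slope above 0.7 set for RNA of the nuclei themselves. In NRC the slopes were 0.654 at 5 dpi and 0.801 at 10 dpi. Reads from the nematode, which only gall tissue would hold in number, stay open too. The 10 most abundant features held 85.6% of the ENSRNA UMIs, and 133 of the 199 features with at least 100 UMIs were higher in galls at both time points, but the tables used here do not say which sequences the nematode shares. A biological difference between the tissues was not tested.

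Several groups of cell cycle genes were higher in galls than in NRC at 5 dpi and lower at 10 dpi, over all nuclei, by more than the counting error. Each condition has 1 library, so the difference between time points was not tested. The ratio of galls to NRC at 5 and 10 dpi was 1.62 and 0.767 for the TPX2 genes, 1.23 and 0.504 for the B-type cyclin genes and 1.70 and 0.880 for the kinesin-like genes. The members did not all follow their group. At 10 dpi 1 TPX2 gene was lower in galls and 4 had overlapping intervals, 4 B-type cyclin genes and CycB1;1 were lower and 1 overlapped, and among the kinesin-like genes, Solyc03g119220 apart, 9 were lower, 5 higher and 6 overlapped. Single genes with this pattern were CCS52B, at 1.57 and 0.739, CycA2;1, at 1.28 and 0.399, MAP65-3, at 1.31 and 0.476, cyclin A1, at 1.59 and 0.784, the kinesin-like gene Solyc03g119220, at 1.69 and 0.705, and the ERF gene Solyc11g072600, at 1.24 and 0.891. Other cell cycle and cytoskeleton genes did not follow it. The 8 early giant cell marker genes together had a lower CPM over all nuclei in galls at both time points, with ratios of 0.856 and 0.469. Among them cdc2b, at 0.770 and 0.350, alpha-tubulin, at 0.678 and 0.364, and beta-tubulin, at 0.553 and 0.426, were lower at both. Formin 2B, at 1.56 and 1.30, was higher at both, and CycB1;1, at 1.02 and 0.534, had overlapping intervals at 5 dpi. The lower sum at 5 dpi depended on rebuilt cluster 8. Without its nuclei the early marker genes had 497 CPM (486 to 508) in galls and 423 CPM (407 to 439) in NRC. The ratios were then 1.17 at 5 dpi and 0.61 at 10 dpi. The share of nuclei with a UMI of these genes, a different measure, had ratios of 1.24 and 0.889. After thinning these were 1.36 and 0.840.

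Rebuilt cluster 8, where some of these genes are second highest, held 8.00% of the nuclei in 10-dpi NRC and 4.18% in 10-dpi galls. The CPM weights a cluster by its UMIs and not by its nuclei. Cluster 8 held 3087 of the 9519 kinesin-like UMIs in 10-dpi NRC and 276 of the 8180 in 10-dpi galls. Its part in the CPM thus differed more than its share of nuclei. Without its nuclei the highest ratio at 10 dpi over the 3 groups was 0.981, for the kinesin-like genes, with overlapping intervals. The test as first written asked only for a ratio under 1, and it was made stricter, with intervals apart, after this value was seen. A larger share of cluster 8 in NRC is still not the whole cause for the kinesin-like genes, since their level also differed within the cluster, by a ratio of 0.702, from 686 CPM (607 to 772) in galls and 976 CPM (942 to 1012) in NRC. Outside clusters 8 and 14 the ratio was 0.830, with the intervals apart. For the TPX2 and B-type cyclin genes the ratios without cluster 8 were at most 0.851, with the intervals apart, so that the share of cluster 8 is not the whole cause there either. Within rebuilt cluster 14 the ratios at 10 dpi were 1.64 for TPX2, 1.08 for B-type cyclin and 1.95 for kinesin-like genes, so the lower levels at 10 dpi came from nuclei outside this cluster.

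The CPM over all nuclei gives nuclei with many UMIs more weight. With nuclei thinned to 500 UMIs, and so of equal weight, the ratio of the CPM at 10 dpi was 1.17 for the TPX2 genes, from 72.4 CPM (61.4 to 83.5) in galls and 62.0 CPM (52.1 to 72.0) in NRC. For the kinesin-like genes it was also 1.17, from 634 CPM (594 to 675) and 544 CPM (512 to 575). The lower level at 10 dpi is thus absent in thinned nuclei for these 2 groups, which a difference in UMIs per nucleus could explain. Whether depth itself or the kind of nuclei with many UMIs matters was not tested. For the B-type cyclin genes the ratio was 0.811, from 124 CPM (109 to 139) and 153 CPM (135 to 171), with overlapping intervals, so for these genes a difference in UMIs per nucleus cannot be told apart from a lower level in the nuclei. The test set beforehand compared shares of nuclei with a UMI, a different measure, in which the ratios before thinning were already 0.872 for TPX2, 0.749 for B-type cyclin and 1.00 for kinesin-like genes. After thinning the highest was 1.11, for the TPX2 genes, and that of the B-type cyclin genes 0.831, so it decides nothing about the CPM. At 5 dpi the ratios of the CPM over thinned nuclei were 2.02, 1.60 and 1.83. A difference between libraries and a biological change from 5 to 10 dpi stay open, and neither was tested.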

How the results depend on the processing

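Chosen only after the results were seen was the alternative that kept the ENSRNA features in the clustering and the tests.

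Of 162 comparisons of summary values with an alternative set before the data were examined, 83 stayed within the error of the value, or within 1.5 times of a count, and 79 did not. Of 146 such comparisons of named genes, 117 kept their direction and side of the threshold and 29 kept the direction only. None reversed. The cause of the changes below was not tested, except where fewer nuclei or libraries enter by construction.

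A minimum of 500 detected genes left 9276 nuclei of 5-dpi galls and raised the median genes per nucleus to 802 in 5-dpi NRC, 870 in 5-dpi galls, 778 in 10-dpi NRC and 878 in 10-dpi galls. After the 200-gene filter and doublet removal the median in 10-dpi galls was 728. With this minimum, the log2 ratio of the 772 genes was 0.84, the share of late marker genes 46.9%, the share of 10-dpi galls in the counterpart of cluster 25 30.4%, and the genes differing numbered 8 in the xylem-like, 134 in the phloem-like and 0 in the endodermis-like cluster, where 245 had an unadjusted edgeR p under 0.05, and 60 in cluster 14.

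At resolution 2.0 the log2 ratio of the 772 genes was 0.83, the share of early marker genes 35.3%, and the counterpart of cluster 26 held 27.8% NRC and 26.7% 10-dpi galls. In the xylem-like cluster 8 genes differed. At resolution 1.0 the share of late marker genes was 25.9% and 0 genes differed in the endodermis-like cluster, with 166 at an unadjusted edgeR p under 0.05.

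Without integration the log2 ratio was 0.87, the shares of early and late marker genes 40.8% and 38.6%, the NRC in the counterparts of clusters 26 and 25 18.5% and 17.7%, and the 10-dpi galls 31.4% of that counterpart and 22.8% of that of cluster 25. There 26 genes differed in the phloem-like and 0 in the endodermis-like cluster, with 142 at an unadjusted edgeR p under 0.05. Without integration the phloem-like cluster held 54 gall nuclei at 5 dpi and 77 at 10 dpi, against 256 and 139 with it. Its NRC nuclei numbered 151 and 189, against 148 and 195, so which gall nuclei are compared depends on integration. Total-count scaling gave 47.1% for the late marker genes, 38.2% NRC, and 74, 115, 0 and 303 genes in the xylem-like, phloem-like and endodermis-like clusters and in cluster 14, with 174 endodermis-like genes at an unadjusted edgeR p under 0.05. Without doublet removal 0 endodermis-like genes differed, with 193 at an unadjusted edgeR p under 0.05.

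With the 772 genes left out of the clustering, 151 of them were highest in the counterpart, the shares of early and late marker genes were 5.67% and 21.2%, and the counterpart held 25.6% NRC and 26.2% 10-dpi galls. Again 0 endodermis-like genes differed, with 224 at an unadjusted edgeR p under 0.05. Thinning to 500 UMIs gave 12.6% and 17.1% for early and late marker genes. With the ENSRNA features kept these were 24.5% and 29.4%, and 147 phloem-like genes differed.

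DESeq2 called 2585 genes over all nuclei, 11 in the xylem-like, 110 in the phloem-like and 5 in the endodermis-like cluster. Its size factors in edgeR gave 6 in the endodermis-like cluster, 5 higher and 1 lower in galls. Without a filter beyond 1 count, 3095, 96, 416 and 24 genes differed, and 615 in cluster 14. The main edgeR test called 406 genes over all nuclei, 136 higher and 270 lower in galls.

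With the time point as a block, 3918 genes differed over all nuclei, 6 in the endodermis-like cluster and 1461 in cluster 14. Each time point gives 1 pair of libraries, 2 pairs in all, which is too few to check the pairing. No called gene changed direction under the block.

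With each library left out in turn, which leaves 1 tissue with a single library that is assumed to vary like the other, between 550 and 5128 genes differed over all nuclei, between 14 and 194 in the xylem-like, between 0 and 257 in the phloem-like and between 0 and 47 in the endodermis-like cluster, and between 100 and 1130 in cluster 14. The highest number over all nuclei, in the xylem-like and endodermis-like clusters and in cluster 14, and the 0 in the phloem-like cluster, where 910 had an unadjusted edgeR p under 0.05, came without the 5-dpi NRC. Over all nuclei 1002 genes differed without the 5-dpi galls and 727 without the 10-dpi NRC. In the xylem-like cluster 14 differed without the 5-dpi galls, 61 without the 10-dpi NRC and 23 without the 10-dpi galls. In the phloem-like cluster 146 differed without the 5-dpi galls. In the endodermis-like cluster 29 differed without the 10-dpi NRC and 0 without either gall library, with 91 and 92 at an unadjusted edgeR p under 0.05. In cluster 14, 100 differed without the 5-dpi galls and 356 without the 10-dpi galls.

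Among genes with at least 50 counts in every library, the share changed in the same direction at both time points was 79.1% over all nuclei, 87.3% in the xylem-like and 75% in the endodermis-like cluster and 84.2% in cluster 14, and 66.2% in the phloem-like cluster. Within clusters these genes had medians below 0 at both time points, which by itself raises such shares. With Harmony over both gall libraries, the difference in median pseudotime was 0.0004 and the log2 ratios of auxin and polyamine genes 1.33 and 3.62. The other settings of pseudotime stayed within the error.

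No cluster was compared for protophloem without integration, at resolution 2.0 and without the 772 genes, where 6 protophloem markers peaked in a cluster with 10, 11 and 12 of another class, nor for xylem without integration, with 5 and 5. A cluster was assigned to stele at resolution 2.0, under total-count scaling and without integration. In the first, edgeR called 0 of 10268 genes, with 1895 at an unadjusted p under 0.05, and under total-count scaling 0 of 11419, with 2235. Without integration the stele cluster held no nuclei of the 10-dpi galls and was not tested. DESeq2 was not run for stele.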

Differences from the paper's values

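Rebuilt clusters were compared with the paper's, and the counterparts found here are wider groups of nuclei than clusters 25 and 26. No test in this part was chosen after the results were seen.

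The paper's number of nuclei analysed is 6302 for 5-dpi galls and 11140 for 5-dpi NRC. Here 14168 nuclei of 5-dpi galls and 6661 of 5-dpi NRC were used. With at least 500 detected genes the galls came to 9276, within 1.5 times the paper's value, and the NRC to 5412, which still differed. Table S1 and Table S3 of the paper give 6302 for the 5-dpi NRC and 11140 for the 5-dpi galls, the other way round from its text, and against those the values here are within 1.5 times. At 10 dpi the paper's text gives 8274 for galls and 9677 for NRC, while Table S3 has 8274 for NRC and 9586 for galls. The 10-dpi values here are within 1.5 times of either version.

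The paper reports 126 nuclei in cluster 25 and 125 in cluster 26. The counterparts had 4859 and 1019 nuclei. Over the alternatives set before the data were examined they had between 1364 and 5582 and between 503 and 3904, and all differed from the paper's.

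The paper gives a share of 50% of the nuclei of cluster 26 for early marker genes. The median share here was 21.8%. It came within 1.5 times the paper's value at resolution 2.0, with 35.3%, and without integration, with 40.8%, and differed under resolution 1.0, total-count scaling, no doublet removal, a minimum of 500 genes, clustering without the 772 genes and thinning. For cluster 16, of which no separate counterpart was found, the paper gives 30% for these genes and 28% NRC, and the 21.8% and 34.9% in cluster 14 are within 1.5 times of these. The share of these genes differed without the 772 genes, with 5.67%, and with thinning, with 12.6%, and that of NRC without integration, with 18.5%. For late marker genes in cluster 25 the paper gives 70%, and the median share here was 27.2%. Total-count scaling, with 47.1%, and a minimum of 500 genes, with 46.9%, came within 1.5 times, and the other alternatives did not.

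In Table S3 all nuclei of clusters 25 and 26, 100%, are from the 10-dpi galls. The shares in the counterparts were 27.1% and 23.1%, and over the alternatives they were at most 30.4% and 31.4%, so none came within 1.5 times.

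The paper reports 9093 genes that differ between galls and NRC in xylem, 9181 in phloem, 3696 in endodermis and 3285 in protophloem. Its test took 3 parts of the combined counts as replicates. With libraries as replicates, edgeR called 0 in the xylem-like cluster, where 403 had an unadjusted p under 0.05 and DESeq2 called 11, 276 in the phloem-like cluster, 3 in the endodermis-like cluster and 176 in cluster 14. Every alternative differed from the paper's numbers, with at most 194, 416, 47 and 1461 genes. Those for the xylem-like and endodermis-like clusters were reached without the 5-dpi NRC, that for the phloem-like cluster with no filter on low counts and that for cluster 14 with the time point as a block. The paper also reports a number for stele, which is not compared here, since a cluster was assigned to stele only under alternatives, where edgeR called 0 of 10268 genes at resolution 2.0, with 1895 at an unadjusted p under 0.05, and 0 of 11419 under total-count scaling, with 2235. DESeq2 was not run there. Cluster 14 is not the paper's protophloem. It was highest for 6 of 8 protophloem markers, but its 10 most enriched genes held 0 of them and 2 of another class, and it was given no cell type name.

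Of genes that differ in 1 cell type only, the paper reports 2730 for xylem, 3930 for phloem, 1108 for endodermis and 956 for protophloem. Here the numbers were 0, 226, 1 and 126, the last for the unnamed cluster 14, with no alternatives run.

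The paper describes the late giant cell marker genes as specifically expressed in cluster 25, without ranking the clusters for each gene. In its counterpart, 3 of the 5 were highest. ENG was highest in the counterpart of cluster 26, at 827 CPM, and PLL in the endodermis-like cluster, at 1868 CPM. All 8 early marker genes were highest in the counterpart of cluster 26. Of the silenced genes that the paper takes from its giant cell gene list, the MYB gene Solyc04g056310, the C2H2 ZF gene Solyc10g080200 and the NAC gene Solyc05g021090 are not in the copy of Table S5 used here, and the kinesin-like gene Solyc03g119220 is.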

Other observations

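The tests of free RNA in the genes called in the phloem-like cluster and in cluster 14 were set before their results were seen, and no test in this part was chosen afterwards.

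In droplet data, genes called higher in galls within a cluster may owe their UMIs to free RNA from other gall nuclei. In gall nuclei of the phloem-like cluster, the 156 genes called higher had a median level of 0.898 times that over all gall nuclei, and 151 of them were also higher in galls over all nuclei. In these nuclei 0 of the 156 were under 0.5 times that level and 53 above it. In cluster 14 the median over 77 such genes was 0.732, and all 77 were also higher over all nuclei. Of these, 12 were under 0.5 times and 31 above the level over all gall nuclei. Both medians lie between the level under 0.5 set beforehand for free RNA and the level above 1 set for expression in the cluster, so free RNA and a change in these nuclei cannot be told apart. A biological difference between the tissues stays open as well.

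Over all nuclei, edgeR's quasi-likelihood test called none of the 13 giant cell marker genes, with 6 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0751, for beta-tubulin. Adjusted over the list alone, 6 passed. Among them Aux1, ENG and PLL were higher in galls, with log2 fold changes of 1.17, 1.05 and 1.51, and cdc2b, alpha-tubulin and beta-tubulin were lower, with -1.16, -1.20 and -1.22. Each late marker gene had a higher CPM in galls at both time points, and 7 of the 8 early marker genes had a lower one at 10 dpi. Of the 772 genes of Table S5, 4 passed over all genes, all higher in galls, and 0 when adjusted over the list alone, with 178 at an unadjusted p under 0.05. The paper chose this list on these libraries, so neither count is independent evidence. At 5 dpi 643 of the 772 genes and at 10 dpi 601 had a higher level in galls.

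Over all nuclei, the edgeR test named 3 genes. Solyc08g077900 had a log2 fold change of -6.35 (standard error 0.58, adjusted p = 0.0337), Solyc07g009280 one of -6.03 (standard error 0.92, adjusted p = 0.0448) and Solyc11g021060 (TOMARPIX proteinase inhibitor) one of 5.83 (standard error 0.82, adjusted p = 0.0436). Each kept its direction and call in 9 of 9 alternatives, the highest adjusted p being 0.0349, 0.0451 and 0.0445.

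The genes with promoter lines were measured in these libraries as well. The histone deacetylase gene Solyc03g115150, the cyclin A1 gene Solyc11g005090 and the SMC gene Solyc03g093260 were highest in cluster 14, at 381, 380 and 362 CPM, and the HD-ZIP gene Solyc11g069470 in cluster 0, at 633 CPM. In galls and NRC the histone deacetylase gene had 193 and 88.1 CPM at 5 dpi and 131 and 69.6 CPM at 10 dpi, the HD-ZIP gene 225 and 204 CPM and then 315 and 132 CPM, and the SMC gene 212 and 104 CPM and then 117 and 86.9 CPM. The cyclin A1 gene had 47.1 and 29.6 CPM at 5 dpi, and at 10 dpi 26.0 CPM in galls and 33.2 CPM in NRC.

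Of the silenced genes, the MYB gene Solyc04g056310 was highest in the xylem-like cluster, at 23.9 CPM, where 2.95% of the nuclei had a UMI of it, and had none in the 1019 nuclei of cluster 14. With so few UMIs per nucleus this does not exclude expression there. The C2H2 ZF gene Solyc10g080200 was highest in cluster 6, at 23.0 CPM, and the NAC gene Solyc05g021090 in cluster 5, at 54.4 CPM. The kinesin-like gene Solyc03g119220 was highest in cluster 14, at 423 CPM. At 10 dpi the MYB gene had 5.48 CPM in galls and 2.71 CPM in NRC, the C2H2 ZF gene 13.7 and 6.90 CPM and the NAC gene 13.1 and 2.17 CPM. At 5 dpi the MYB gene had 3.05 and 3.75 CPM, with overlapping intervals, the C2H2 ZF gene 16.5 and 11.5 CPM and the NAC gene 13.2 and 8.17 CPM. The kinesin-like gene had 47.7 and 28.3 CPM at 5 dpi and 24.3 and 34.4 CPM at 10 dpi.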
